# Spliceosome factors target timeless (*tim*) mRNA to control clock protein accumulation and circadian behavior in Drosophila

**DOI:** 10.7554/eLife.39821

**Published:** 2018-12-05

**Authors:** Iryna Shakhmantsir, Soumyashant Nayak, Gregory R Grant, Amita Sehgal

**Keywords:** circadian rhythms, molecular clock, Drosophila, timeless, splicing, feedback loop, *D. melanogaster*

## Abstract

Transcription-translation feedback loops that comprise eukaryotic circadian clocks rely upon temporal delays that separate the phase of active transcription of clock genes, such as Drosophila *period (per)* and *timeless (tim),* from negative feedback by the two proteins. However, our understanding of the mechanisms involved is incomplete. Through an RNA interference screen, we found that pre-mRNA processing 4 (PRP4) kinase, a component of the U4/U5.U6 triple small nuclear ribonucleoprotein (tri-snRNP) spliceosome, and other tri-snRNP components regulate cycling of the molecular clock as well as rest:activity rhythms. Unbiased RNA-Sequencing uncovered an alternatively spliced intron in *tim* whose increased retention upon *prp4* downregulation leads to decreased TIM levels. We demonstrate that the splicing of *tim* is rhythmic with a phase that parallels delayed accumulation of the protein in a 24 hr cycle. We propose that alternative splicing constitutes an important clock mechanism for delaying the daily accumulation of clock proteins, and thereby negative feedback by them.

**Editorial note:** This article has been through an editorial process in which the authors decide how to respond to the issues raised during peer review. The Reviewing Editor's assessment is that all the issues have been addressed (see decision letter).

## Introduction

Circadian rhythms allow organisms to orchestrate behavioral and physiological outputs in anticipation of predictable diurnal changes in the environment. These rhythms are generated by endogenous molecular clocks that entrain to environmental cycles, predominantly light and temperature, and can maintain rhythms when released into constant conditions (free-run). A conserved mechanistic feature of circadian clocks is an auto-regulatory transcriptional feedback loop in which circadian proteins rhythmically regulate their own expression to generate a clock, and also drive a global program of cycling gene expression. Discovery of this clock mechanism was revolutionary and has received well-deserved recognition, but critical aspects of how the clock is sustained remain unclear.

PERIOD (PER) and TIMELESS (TIM) are the auto-regulating elements of the circadian clock in Drosophila (Allada and Chung, 2010; Hardin, 2011; Zheng and Sehgal, 2012). The expression of *per* and *tim* is driven by circadian transcription factors CLOCK (CLK) and CYCLE (CYC), and peaks around the early night. Relative to their mRNA peak, accumulation of PER and TIM proteins is delayed by ~6 hr. In the mid-to-late night, PER and TIM are predominantly nuclear, and once in the nucleus, they repress CLK-CYC activity to decrease *per* and *tim* expression. Degradation of TIM and then of PER in the morning resets the transcription cycle and restarts the loop. In order to maintain rhythmicity and set the proper pace of the circadian clock, both PER and TIM need to be dynamically regulated on multiple levels. For instance, a stable circadian molecular oscillator requires temporal delays to separate the phases of gene transcription and repression and thereby prevent these from reaching equilibrium (Zheng and Sehgal, 2012).

The overall levels and stability of TIM constitute a critical circadian modality. Although PER is the more important factor for transcriptional regulation, levels and activity of PER depend upon TIM (Price et al., 1995; Dubruille and Emery, 2008). TIM levels are acutely modulated by light, which promotes the degradation of TIM, and thereby PER, during the day and allows the rise in circadian transcription (Suri et al., 1999; Yang and Sehgal, 2001). Subsequently, TIM accumulation is necessary to stabilize PER and promote its nuclear accumulation (Jang et al., 2015). Thus, in the presence of light:dark cycles, light delays the accumulation of TIM-PER and so contributes to the lag in repression. These temporal relationships are largely preserved in constant darkness, and are also entrained by temperature cycles regardless of light cues, although the mechanisms under these conditions are not known.

While regulated protein stability and translation have been directly explored as mechanisms that could contribute to maintenance of the feedback loop (Dembinska et al., 1997; Chen et al., 1998 ;Lim and Allada, 2013; Zhang et al., 2013), and regulation of protein stability is indeed critical (Zheng and Sehgal, 2012), little investigation has focused on a potential role of alternative splicing. To date, the best-studied role for alternative splicing in Drosophila rhythms is in the temperature-dependence of the behavioral siesta (Majercak et al., 1999; Majercak et al., 2004; Collins et al., 2004). Splicing is driven by spliceosomes, dynamic RNA-protein complexes composed of five core small nuclear ribonucleoprotein particles (U1, U2, U4, U5, U6 snRNP) and >150 additional proteins specific for each snRNP complex (Wahl et al., 2009). In this study, we report a circadian role for Pre-mRNA Processing factor 4 (PRP4), a conserved component of the spliceosomal U4/U6.U5 triple small nuclear ribonucleoprotein (tri-snRNP) complex. We identified PRP4 in a screen for novel regulators of the free-running circadian period, and established that PRP4 is necessary in *tim+* clock cells to maintain 24 hr period and robust rhythms of the circadian clock. In addition to *prp4,* downregulation of multiple tri-snRNP components affected circadian period length and rhythmicity, which led us to implicate this entire spliceosomal complex in circadian regulation. Using unbiased RNA-Sequencing, we characterized the splicing events regulated by PRP4 and identified a novel intron retention event in *tim.* We show that alternative splicing of this intron in *tim* represents an important mechanism to time the daily accumulation of TIM, in constant darkness following entrainment to light:dark cycles and also in temperature cycles. Together, these findings identify a mechanism contributing to the maintenance of clock function.

## Results

### Pre-mRNA splicing factor four is a new regulator of the circadian clock

In a screen for kinases that affect circadian period length of Drosophila rest:activity rhythms in constant dark:dark (DD) conditions, we identified Pre-mRNA Processing factor 4 (PRP4), a splicing factor that also has kinase activity (Kojima et al., 2001; Schneider et al., 2010). RNA interference (RNAi)-mediated knockdown of *prp4* in *tim+* clock neurons with the *Tim-UAS-Gal4* (*TUG*) Gal4 driver resulted in consistently long free-running circadian periods (Figure 1A–B). Two independent RNAi lines (GD and KK) were used to confirm these findings.

**Figure 1.**
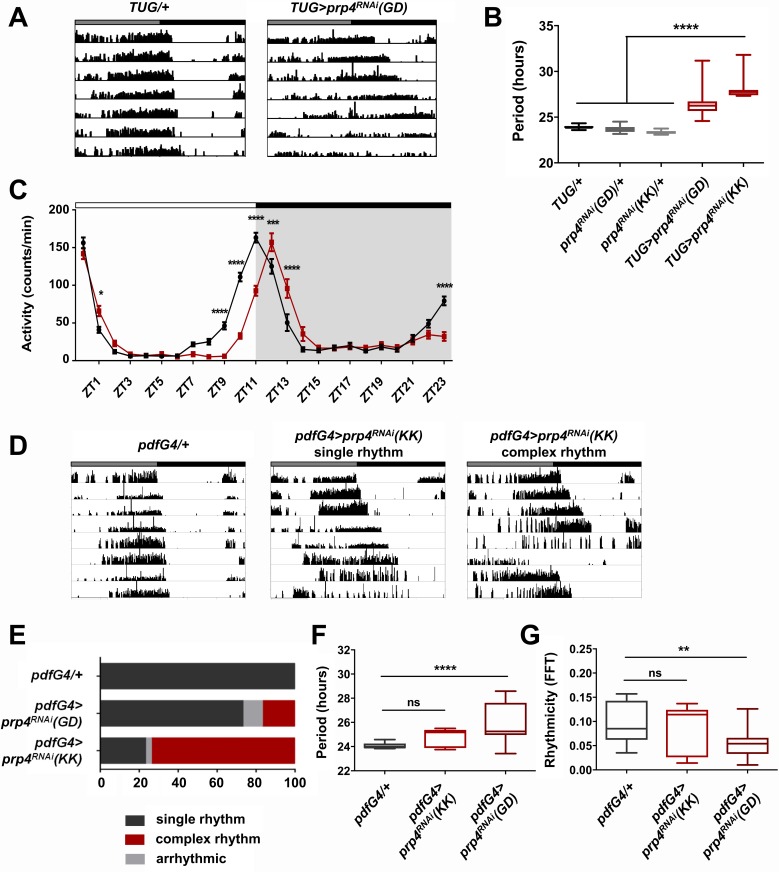
Pre-mRNA splicing factor four is a new regulator of the circadian clock. (**A**) Representative activity records of free-running fly behavior upon downregulation of *prp4* in *tim+* neurons. *Dicer2* (*Dcr2*) was co-expressed with the RNAi transgenes to increase the knockdown efficiency. Genotypes are indicated on top of each panel. The gray and black bars indicate the subjective day and night, respectively. (**B**) The lengthening of free-running circadian period is significant for two independent *prp4* RNAi lines (GD and KK). ****p ≤ 0.0001 relative to heterozygous controls by one-way ANOVA and Tukey’s post hoc test, n = 8–24. (**C**) Downregulation of *prp4* in *tim+* cells affects morning and evening anticipation in 12 hr:12 hr light:dark (LD) conditions. The activity profile of control (*TUG; Dcr2/+)* flies is in black, while the activity profile of experimental (*TUG*; *Dcr2 >prp4^RNAi^*(*GD*)) flies is in red. The white and black bars indicate light and dark conditions, respectively. *p ≤ 0.05, ***p ≤ 0.001,****p ≤ 0.0001 to control (*TUG; Dcr2/+*) for each ZT range by two-way ANOVA and Sidak’s post hoc test. Data represent mean ±SEM (n = 31–32). (**D**) Activity records demonstrate 7 days of representative free-running rhythms of *prp4* knockdown flies. *Dicer2 (Dcr2)* was co-expressed with the RNAi transgenes to increase the knockdown efficiency. Genotypes are indicated on top of each panel. The gray and black bars indicate the subjective day and night, respectively. (**E**) Knockdown of *prp4* in LNv pacemaker cells causes complex behavioral periods (p < 0.0001 by χ^2^ analysis, n = 19–38). (**F, G**) Knockdown of *prp4* in LNvs lengthens circadian period and decreases rhythm strength. n.s., not significant at the 0.05 level, **p ≤ 0.01, ****p ≤ 0.0001 to control (*pdfG4; Dcr2/+*) by one-way ANOVA and Holm-Sidak’s post hoc test. Only rhythmic flies (FFT > 0.01) were analyzed (n = 9–22). In panels (**B**), (**F**) and (**G**), the boxes extend from the 25th to 75th percentiles, the line within the box is plotted at the median and whiskers extend from the lowest to highest value.

The length of the free-running circadian period is an important parameter that also affects the daily distribution of fly activity in light:dark (LD) cycles. Thus, we determined the effect of *prp4* knockdown on fly diurnal activity in LD conditions (Figure 1C). Control (*TUG; Dcr2/+*) flies displayed characteristic bimodal activity in LD, with activity peaks that precede the onset of light (ZT0) and the onset of dark (ZT12). Compared to controls, the flies with circadian-cell-specific *prp4* knockdown (*TUG*; *Dcr2 >prp4^RNAi^*(*GD*)) exhibited a delayed evening activity peak as well as a slightly delayed morning peak. These findings are consistent with the longer endogenous period that we report for *prp4* knockdown flies (Figure 1A–B).

As the small lateral ventral neurons (s-LNvs) are the most relevant clock cells for driving rest:activity rhythms under constant dark conditions, we asked if effects of PRP4 were mediated in these cells (Helfrich-Förster, 1998). To test this hypothesis, we downregulated *prp4* in both s-LNvs and large lateral ventral neurons (l-LNvs) with *a Gal4* transgene driven by a peptide expressed specifically in these cells, Pigment Dispersing Factor (PDF). Knockdown of *prp4* with *pdf-Gal4* driving the weaker RNAi line (GD) led to a modest yet significant lengthening of free-running circadian period (Figure 1F). Interestingly, the knockdown of *prp4* with a stronger RNAi (KK) led to complex rhythms (Figure 1E). These complex rhythms were generally characterized by changes in the behavioral pattern, often manifest as phase shifts during day 4 or 5 of constant darkness (see ~6 hr shift in the record shown), in the midst of an otherwise rhythmic record (Figure 1D). Such a complex rhythm phenotype could reflect uncoupling of period into two components of *pdf*+ and *pdf-* cell oscillators (Yao et al., 2016). Overall, these findings suggest that PRP4 action in LNvs contributes to maintaining clock function.

### PRP4 is required for robust TIM and PER cycling

Since our data indicated that PRP4 is necessary in LNvs for proper circadian rhythmicity (Figure 1), we next examined the circadian cycling of PER and TIM in s-LNvs at regular intervals around the clock (Figure 2A–C). Cycling of both PER and TIM was affected in s-LNvs upon *prp4* knockdown with the clock-specific *TUG* driver (Figure 2A–C). Total TIM levels, as quantified by corrected total cell fluorescence (CTCF) image analysis, were decreased during the night (Figure 2B–C). PER levels were also lower in the late night (ZT20), and especially so in the early morning (ZT2), in *prp4* knockdown flies (Figure 2A,C). Additionally, nuclear accumulation of PER was delayed beyond ~ZT20, the time point at which PER was already partially localized to the nucleus in control flies (Figure 2A). To further characterize the effect on nuclear expression, we profiled relative nuclear PER expression upon *prp4* knockdown with each of the two RNAi lines (GD and KK) in s-LNvs around the time of nuclear accumulation of PER (ZT18-ZT22). We found that the nuclear accumulation of PER was slower in flies with decreased *prp4* (both GD and KK RNAi lines) than in controls (*TUG*; *Dcr2/+*) at these time points (Figure 2—figure supplement 1). Overall, our immunohistochemistry data point to a distinct molecular clock phenotype upon *prp4* downregulation. Because TIM is necessary for nuclear accumulation of PER (Vosshall et al., 1994; Saez and Young, 1996; Jang et al., 2015), reduced TIM accumulation could account for the delay and overall reduced nuclear expression of PER in s-LNvs (Figure 2, Figure 2—figure supplement 1), which together could account for the longer free-running period.

**Figure 2.**
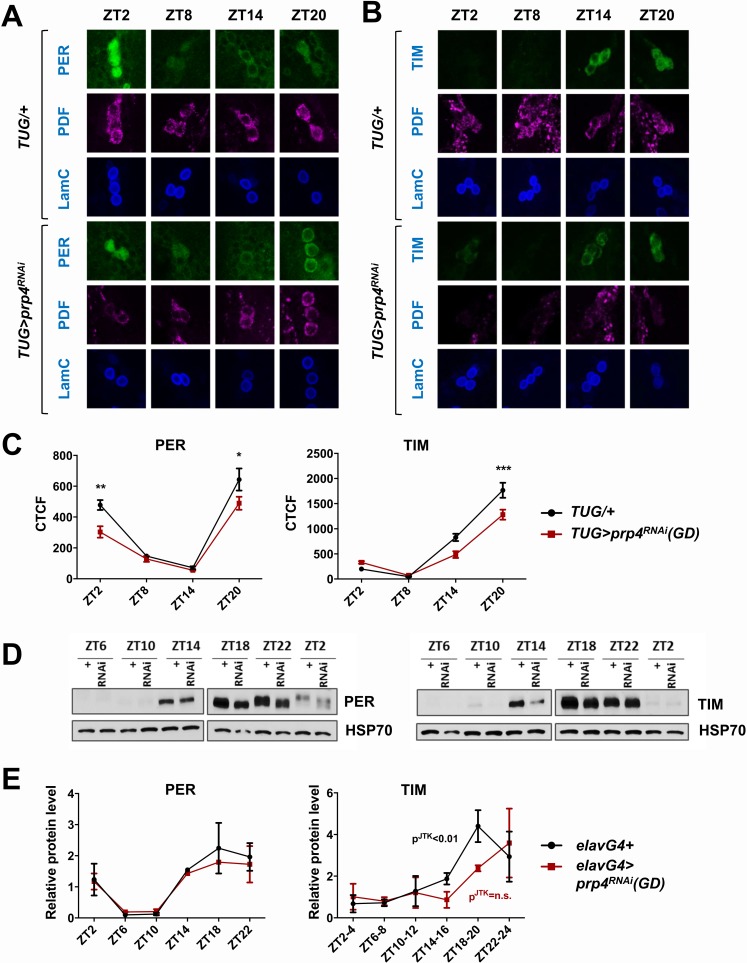
PRP4 is required for robust TIM and PER cycling. (**A, B**) Cycling of PER and TIM is disrupted in s-LNvs of *prp4* knockdown flies. Adult brains were dissected at time points indicated and immunostained with PER or TIM (green), PDF (magenta) and LaminC (blue) antibodies. *Dicer2 (Dcr2)* was co-expressed with the *prp4* RNAi transgene to increase its knockdown efficiency. Genotypes are indicated on the sides of each panel. The displayed images are representative of 2–3 independent experiments. (**C**) Corrected Total Cell Fluorescence (CTCF) was used to quantitatively assess the change in levels of PER and TIM in s-LNvs. The signal from both the nucleus and the cytoplasm was used to calculate CTCF. 10–21 cells from 5 to 8 brains were analyzed for ZT2, ZT14 and ZT20 and 8–10 cells from 3 to 5 brains for ZT8. Images were taken with identical confocal settings. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 to control (*TUG;Dcr2/+*) for each ZT time point as determined by two-way ANOVA and Sidak’s post hoc test. Error bars = ± SEM. (**D**) PER phosphorylation is decreased and cycling of TIM is blunted in fly heads with pan-neuronal knockdown of *prp4. Dicer2* (*Dcr2*) was co-expressed with the *prp4* RNAi transgene to increase its knockdown efficiency. Adult fly heads were collected at indicated zeitgeber (ZT) time points in a 12 hr:12 hr light:dark cycle. Representative western blots probed for PER (right) or TIM (left) are shown. HSP70 was used as a loading control. (**E**) Total PER and TIM levels were quantified from western blots in (**D**). JTK cycle analysis identified significant cycling (p^JTK^ ≤ 0.01) for control (*elavGal4*; *Dcr2/+*) and not significant (n.s at the 0.05 level) cycling for samples with pan-neuronal *prp4* knockdown. Data represent mean ±SEM (n = 2–3 independent experiments).

**Figure 2—figure supplement 1.**
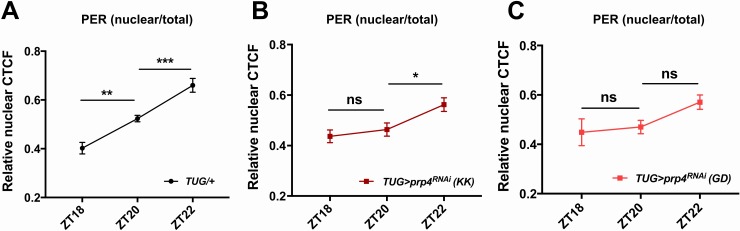
*prp4* downregulation delays night-time accumulation of PER in nuclei of s-LNvs. The ratio of nuclear to total PER levels indicates reduced nuclear accumulation of PER at night upon *prp4* knockdown with 2 RNAi lines, KK (B) and GD (C), relative to control (**A**). Corrected Total Cell Fluorescence (CTCF) was used to quantify both the total (cytoplasm +nucleus) and the nuclear PER levels in s-LNvs at indicated ZT time points. 15–17 cells (**A**) 14–17 cells (**B**) or 8–11 cells (**C**) from at least four brains were used for quantification. *Dicer2 (Dcr2)* was co-expressed with the *prp4* RNAi transgene to increase its knockdown efficiency. Images were taken with identical confocal settings. n.s., not significant at the 0.05 level, *p ≤ 0.05, p** ≤ 0.01, p*** ≤ 0.001 to control (*TUG;Dcr2/+*) as determined by two-way ANOVA and Sidak’s post hoc test. Error bars = ±SEM.

**Figure 2—figure supplement 2.**
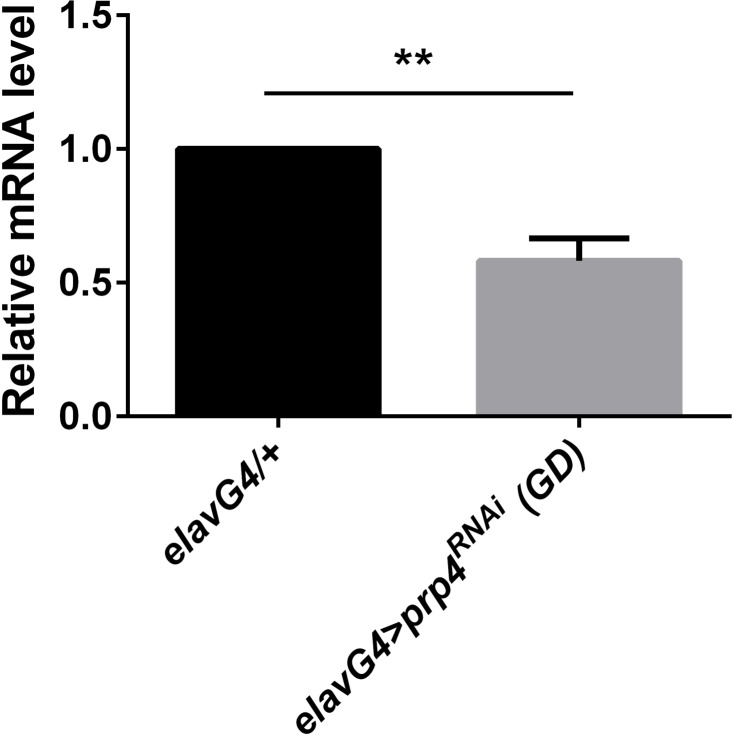
*prp4* is efficiently knocked down with the GD RNAi line. Pan-neuronal knockdown of *prp4* decreases mRNA levels of *prp4* as calculated with Student’s t test, p** ≤ 0.01. *Dicer2 (Dcr2)* was co-expressed with the *prp4* RNAi transgene to increase its knockdown efficiency. Three independent qPCR experiments were performed in triplicate, normalized to *rp49* and analyzed using the ∆∆Ct method. Error bars = SEM.

As biochemical analysis of PER and TIM oscillations requires large amounts of tissue, we conducted pan-neuronal knockdown of *prp4* with the *elavGal4* driver. The pan-neuronal manipulation targeted *prp4* more broadly, allowing us to verify the efficiency of the knockdown through RNA analysis of whole heads. We consistently observed ~50% reduction in *prp4* RNA in head lysates of flies where it was knocked down pan-neuronally (Figure 2—figure supplement 2). This broad manipulation also allowed us to test the effects of *prp4* reduction on PER and TIM levels using western blotting of whole head lysates. The results obtained with this relatively crude method agreed well with our immunohistochemistry profiling of s-LNvs. First, we observed a strong effect of *prp4* downregulation on total TIM levels, particularly during the initial TIM accumulation phase (ZT10-18) (Figure 2D–E). Quantification of our western blot data across multiple experiments suggested that *prp4* knockdown also blunted the circadian cycling of TIM protein (Figure 2E). While the total levels of PER were not changed upon *prp4* downregulation, its phosphorylation profile was dampened. In control (*elavGal4; Dcr2/+*) flies, as previously reported (Edery et al., 1994), PER was increasingly phosphorylated in the late night and early morning up until its degradation. In flies with reduced *prp4* levels, PER migrated at a lower molecular weight on western blots (ZT18-ZT2). We speculate that the dampened phosphorylation profile of PER reflects, at least in part, the defect in nuclear accumulation of PER because a number of sites on PER get phosphorylated only when PER starts to accumulate in the nucleus (after ZT20) (Chiu et al., 2011). Alternatively, *prp4* depletion could have a TIM-independent effect on PER to regulate its phosphorylation profile.

### Circadian rhythmicity is modulated by tri-snRNP levels

As noted above, PRP4 is associated with kinase activity, but it is also a component of the spliceosome (Kojima et al., 2001; Schneider et al., 2010). To address if the circadian role of PRP4 was spliceosome-dependent, we assayed circadian behavior following knockdown of additional tri-snRNP components. Strikingly, clock-specific downregulation of *pre-mRNA processing factor 3* (*prp3)* and *pre-mRNA processing factor 31* (*prp31*), which are associated primarily with U4/U6 snRNP, as well as *pre-mRNA processing factor 8* (*prp8)* and *bad response to refrigeration 2* (*brr2*), which are associated with U5 snRNP, caused pronounced defects in free-running circadian behavior (Table 1). The phenotypes ranged from period lengthening to complete arrhythmicity, suggesting that the overall levels and/or stability of tri-snRNP regulate circadian rhythms.

**Table 1.** Free-running locomotor behavior of flies expressing RNAi against tri-snRNP components

Genotype	N	rhythmicity^*^ (%)	Period (hours ± SEM)	Power (FFT ± SEM)
*TUG*; *Dcr2/*+	35	100%	23.80 (0.06)	0.11 (0.01)
*pdfGal4*, *Dcr2/+*	19	100%	24.06 (0.06)	0.10 (0.01)
*elavGal4*; *Dcr2/+*	30	97%	23.59 (0.33)	0.06 (0.03)
*+/prp4^RNAi^*(*GD*)	16	100%	23.62 (0.06)	0.09 (0.01)
*+/prp4^RNAi^*(*KK*)	16	100%	23.32 (0.05)	0.13 (0.01)
*+/prp3^RNAi^*(*GD*)	10	100%	23.73 (0.06)	0.10 (0.01)
*+/prp3^RNAi^*(*KK*)	15	100%	23.45 (0.06)	0.12 (0.01)
*+/prp8^RNAi^*(*GD*)	15	100%	23.64 (0.07)	0.11 (0.01)
*+/prp31^RNAi^*(*KK*)	13	100%	23.35 (0.06)	0.12 (0.04)
*+/brr2^RNAi^*(*KK*)	16	100%	23.47 (0.06)	0.11 (0.01)
*TUG*; *Dcr2 > prp4^RNAi^*(*GD*)	34	71%^†^	26.55 (0.29)^‡^	0.09 (0.01)
*TUG*; *Dcr2 > prp4^RNAi^*(*KK*)	40	45%^†^	29.47 (0.48)^‡^	0.09 (0.01)
*TUG*; *Dcr2 > prp3^RNAi^*(*GD*)	11	100%	27.45 (0.49)^‡^	0.08 (0.02)
*TUG*; *Dcr2 > prp3^RNAi^*(*KK*)	33	0%^†^	-	-
*TUG*; *Dcr2 > prp8^RNAi^*(*GD*)	30	23%^†^	28.00 (1.02)^‡^	0.02 (0.01)^‡^
*TUG*;*Dcr2 > prp31^RNAi^*(*KK*)	17	88%	25.33 (0.19)^‡^	0.06 (0.01)^¶^
*TUG*;*Dcr2 > brr2^RNAi^*(*KK*)	24	0%^†^	-	-
*pdfGal4, Dcr2 > prp4^RNAi^*(*GD*)	30	90%	25.85 (0.32)^‡^	0.06 (0.01)^||^
*pdfGal4, Dcr2 > prp4^RNAi^*(*KK*)	38	97%	24.81 (0.32)^‡^	0.09 (0.02)
*elavGal4; Dcr2 > prp4^RNAi^*(*GD*)	27	52%^†^	24.54 (0.14)^§^	0.03 (0.02)^#^

* Flies with FFT value >0.01 are considered to be rhythmic. †p < 0.001 compared to both of the heterozygous controls, by χ^2^ analysis.

‡p < 0.001 compared to both of the heterozygous controls, by Student’s t test. §p < 0.001 compared to RNAi control but not significant (p > 0.05) compared to *elavGal4; Dcr2/+* control, by.

Student’s t test. ¶p < 0.01 compared to *TUG; Dcr2/+* control but not significant (p > 0.05) compared to RNAi control, by Student’s t test.

||p < 0.01 compared to *pdfGal4; Dcr2/+* control and p < 0.05 compared to RNAi control, by Student’s t test. #p < 0.05 compared to RNAi control but not significant (p > 0.05) compared to *elavGal4; Dcr2/+* control, by Student’s t test.

Note: Table 1 is related to Figure 3.

To determine if the molecular signatures of *prp4* knockdown and other tri-snRNP downregulation phenotypes were similar, we performed s-LNv-specific analysis of PER and TIM levels with a few randomly selected RNAi lines. We found that the s-LNvs of flies with downregulated *prp8* had lower TIM levels at night, and also showed decreased nuclear accumulation at ZT20 relative to control flies (Figure 3A). These data allow us to conclude that circadian oscillations of PER (data not shown) and TIM are sensitive to changes in the levels of multiple tri-snRNP components.

**Figure 3.**
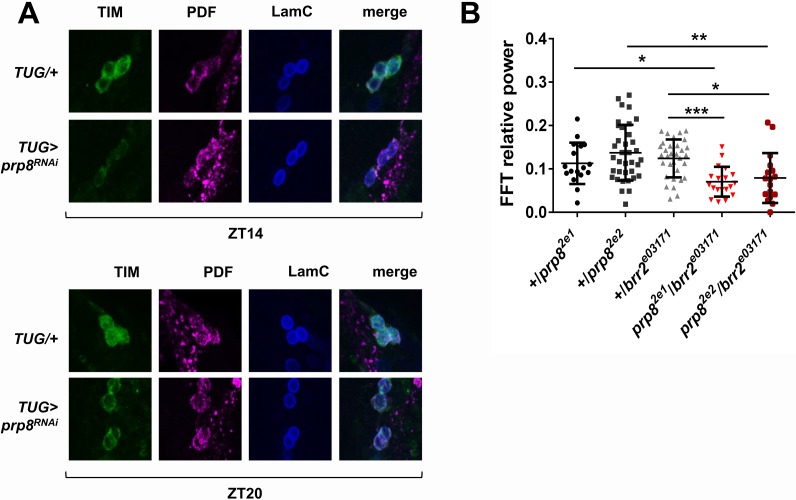
PRP8 regulates TIM levels and the strength of rest:activity rhythms. (**A**) TIM levels are decreased in s-LNvs of *prp8* knockdown flies. Adult brains were dissected at ZT14 and ZT20 on the 4^th^ day in LD cycle and immunostained with TIM (green), PDF (magenta) and LaminC (blue) antibodies. Genotypes are indicated on the sides of each panel. Displayed images are representative of two independent experiments. (**C**) Trans-heterozygous *prp8/brr2* mutants have weaker circadian rhythms compared to their heterozygous controls, p* ≤ 0.05, p** ≤ 0.01, p*** ≤ 0.001 by one-way ANOVA, Tukey post hoc test. All FFT value were used in the analysis, including the arrhythmic ones (FFT < 0.01). Error bars represent mean ±SEM (n = 17–36). Figure 3 is related to Table 1.

We further examined tri-snRNP function in circadian regulation by utilizing some of the previously characterized mutants of *prp8* and *brr2* (Coelho et al., 2005; Bivik et al., 2015). Because tri-snRNP components are essential genes with no homozygous viable knockout mutants described to date, we tested circadian behavior in the viable transheterozygous *prp8/brr2* mutants. The heterozygous *prp8/+* and *brr2/+* mutants displayed normal circadian rhythms, readily explained by the haplosufficiency of these two genes (Figure 3B). Transheterozygous *prp8/brr2* mutant flies had normal circadian period (data not shown), but displayed decreased rhythm strength compared to the *prp8/+* and *brr2/+* heterozygous flies, confirming a circadian function of the tri-snRNP (Figure 3B).

### PRP4 regulates *tim* splicing

Next, we attempted to identify the mechanism by which PRP4 regulates circadian rhythms, starting with the broad hypothesis that downregulation of *prp4* leads to the aberrant splicing of one or more core clock transcripts. Analysis of clock transcripts indicated an increase in *tim* levels in the late night in flies with reduced *prp4* (Figure 4—figure supplement 1), but in order to apply an unbiased approach, we performed RNA-Sequencing (RNA-Seq) analysis of fly heads in which *prp4* had been knocked down. As clock protein expression in the eye contributes a majority of the signal in head assays, we used an eye-specific *Glass Multiple Promoter* (*GMR-Gal4*) driver for *prp4* knockdown. 

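RNA from the heads of *GMR/+* control, *GMR > prp4* RNAi and *GMR > prp8* RNAi flies was sequenced, with 5 biological replicates of each genotype. Both RNAi transgenes are labelled as GD lines. The flies were 3 to 5 days old and had spent at least 3 days in cycles of 12 h of light and 12 h of dark. The sample labels give ZT12 as the time of collection. The paper gives ZT8 for the RNA-Seq samples in one place and ZT12 in another. Controls are replicates 1 to 5, *GMR > prp4* RNAi libraries are replicates 6 to 10 and *GMR > prp8* RNAi libraries are replicates 11 to 15. The authors aligned the reads with STAR, removed ribosomal and mitochondrial reads and resampled the aligned reads of each library to the same depth with PORT. They deposited the number of reads counted on each gene, exon and splice junction, without scaling. Between 11843869 and 11933407 reads were counted on genes in the control libraries, with a median of 11881252. The range was 11848059 to 11972908 in *GMR > prp4* RNAi, with a median of 11872080. In *GMR > prp8* RNAi it was 11753627 to 11979892, with a median of 11815427. For the control and *GMR > prp4* RNAi libraries, 19990 of the 19990 counts listed for 1999 genes in the paper's Supplementary file 2 were identical to the counts used here. Gene counts were compared with the quasi-likelihood test of edgeR after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg procedure. Ratios of junction reads were compared with exact two-sided permutation tests over all arrangements of 5 libraries against 5, whose smallest possible p is 0.00794. The *prp4* gene, which the paper's Key resources table gives as FBgn0027587, is CG7028 in the counts and lies on 3L from 206882 to 211759. Its counts were 142, 165, 153, 160 and 141 in the controls and 149, 129, 126, 129 and 111 in *GMR > prp4* RNAi. The log2 fold change was -0.23 (standard error 0.080, adjusted p = 0.101 from edgeR). With each replicate left out in turn it stayed between -0.28 and -0.19, with adjusted p from 0.0417 to 0.197. *Prp8* (FBgn0033688) lies on 2R from 12153956 to 12163300. Its counts were 1339, 1444, 1488, 1437 and 1545 in the controls and 1305, 1311, 1264, 1572 and 1304 in *GMR > prp8* RNAi. The log2 fold change was -0.11 (standard error 0.057, adjusted p = 0.278 from edgeR). It stayed between -0.16 and -0.092 with each replicate left out, with adjusted p from 0.0552 to 0.481, and the lowest of each came without replicate 14. The count of 1572 belongs to the library labelled *GMR > prp8* RNAi replicate 14, and was higher than that of any control library. A wrong label is a candidate explanation for that library, as set out in the closing section. With all libraries, neither targeted gene passed an adjusted p of 0.05 in its own knockdown. The driver acts in the eye and the RNA came from heads, so these counts cannot tell how far either gene fell in the targeted cells. With pan-neuronal expression of the *prp4* GD line and *Dcr2*, the paper reports lower *prp4* RNA by qPCR.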

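Of 9012 genes tested between *GMR > prp4* RNAi and *GMR/+* flies, 868 were differentially expressed at an adjusted p of 0.05. Among these, 448 were higher and 420 were lower in *GMR > prp4* RNAi. An unadjusted p under 0.05 was found for 2176 genes. The stricter requirement of an absolute log2 fold change of at least 1 moved this number most, to 80 genes. Among all genes tested, 9.10% had no overlap between the 5 control and the 5 *GMR > prp4* RNAi libraries, where chance gives 0.794%. Normalization by library size alone gave 877 genes, of which 365 were higher. The share of differentially expressed genes that were higher was 41.6% in that case and 51.6% with TMM normalization. CG10264 had 0 reads in every control library and was at least 43.2-fold higher in *GMR > prp4* RNAi when set against a floor of 3 counts. CG13891, which also had 0 reads in every control library, was at least 21.6-fold higher. CG10407, which overlaps CG10264 on 3R, had a log2 fold change of 8.57. *white* (*w*), which transgenes carry as a marker, had a log2 fold change of 3.63 (adjusted p = 4.24e-14 from edgeR). The gene *TwdlE* followed with 3.31. The lowest log2 fold changes were -3.59 for CG3397, -2.35 for CG13840, -2.31 for *sad*, -2.09 for *Acp1* and -2.01 for *Osi7*. Each of these genes had no overlap between the libraries of the groups and a mean count of at least 50 in one of them.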

Overall gene expression was dramatically influenced by *prp4* downregulation (433 down, 310 up at FDR < 0.05) (Supplementary file 2). Pathway enrichment analysis using DAVID identified changes in folate biosynthesis as well as in other broad pathway categories such as protein export, protein processing in endoplasmic reticulum and drug metabolism (Supplementary file 1). Interestingly, components of folate metabolism have been previously implicated in circadian clock regulation in human cells (Zhang et al., 2009). Despite the fact that PRP4 is a component of the core spliceosome required for constitutive splicing, we did not detect dramatic effects on global splicing. 

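Reads across splice junctions were summed in each library and divided by the sum of its gene counts. Junction reads per gene read were 0.271 ± 0.00271 (SD, n = 5) in *GMR/+* and 0.267 ± 0.00185 (SD, n = 5) in *GMR > prp4* RNAi, a difference that did not pass 0.05 (exact two-sided permutation p = 0.0556). Without the 100 genes with the most reads, the p of the same exact permutation test was 0.270. After the resampling by the authors, the exon counts summed to 28597628 in every library, and the junction counts summed to between 3129163 and 3244363. In this ratio, a change in splicing common to all genes cannot be separated from that resampling. Of the reads across junctions, 96.2% fell on introns of the Ensembl annotation. The share outside these introns was 3.87% ± 0.102 (SD, n = 5) in *GMR/+* and 3.68% ± 0.0819 (SD, n = 5) in *GMR > prp4* RNAi (exact two-sided permutation p = 0.0159).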

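Differential use of splice junctions between *GMR > prp4* RNAi and *GMR/+* flies was tested within genes with diffSpliceDGE of edgeR, which compares the change of each junction with that of the other junctions of its gene. The 22212 junctions with at least 10 counts in at least 5 libraries covered 4445 genes with at least 2 junctions. At an adjusted p of 0.05, 25 of these genes, or 0.562%, were past the threshold, and 136 had an unadjusted p under 0.05. The alternatives that moved this number most were a gene-level F test, with 48 genes, and a minimum of 50 counts, with 13 genes. Among 100 splits of these 10 libraries, 2 gave 25 genes or more, the real one and another with 47, and the median without the real one was 0. Left out one at a time, the replicates gave between 18 and 23 genes. The smallest adjusted p was that of CG43897 (1.96e-32), whose junction on 3L from 9831441 to 9832195 rose from a mean of 5 reads to 151 reads (SD 1.87 and 53.0, n = 5 each). *Pka-R1* followed with an adjusted p of 1.41e-14. In *Zasp52* (adjusted p = 2.33e-14 from edgeR), reads of the junction on 2R from 15763271 to 15763349 fell from 114.2 to 34.6 (SD 11.6 and 9.58, n = 5 each). *Ggamma30A* and *RpS4* had adjusted p of 4.61e-07 and 0.000233. The paper's Supplementary file 3 lists 54 events in 45 genes, of which 20 are intron retention events and 15 are cassette exons. Of those 45 genes, 40 could be tested for junction use, and 12 of them were past the threshold.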

Using the Comprehensive AS Hunting (CASH) method, which assays for splicing events, our analysis identified 45 genes exhibiting differential splicing upon *prp4* downregulation, with FDR ≤ 0.05 (Wu, W., et al., 2017) (Supplementary file 3).

An intron retention event in *tim* that was significantly upregulated upon *prp4* knockdown was of particular interest due to its potential clock function (Figure 4A–B). Our initial splicing analysis was performed with CASH, but we additionally ran the Cufflinks-2.2 pipeline to obtain psi (percent spliced in) information for differentially spliced isoforms (Supplementary file 4). Importantly, the same retention event in *tim*, at position chr2L:3499764–3500000 (hereafter we refer to this intron as *tim-tiny* for simplicity), was consistently identified as significantly upregulated with both analyses (Figure 4A). 

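*tim* lies on the minus strand of 2L. In the Ensembl annotation used here, *tim-tiny* is an intron of 237 bp within the coding region, and the *ctrl* intron upstream of it, from 3500362 to 3500422, spans 61 bp. Among the 8 full-length isoforms, *tim*-RB, *tim*-RL, *tim*-RP, *tim*-RR, *tim*-RT and *tim*-RU splice out *tim-tiny*, whereas *tim*-RM and *tim*-RS keep it within an exon from 3499511 to 3500361. Reads across the spliced *tim-tiny* junction numbered 118.2 ± 9.83 (SD, n = 5) in *GMR/+* and 102.0 ± 17.9 (SD, n = 5) in *GMR > prp4* RNAi (exact two-sided permutation p = 0.127). In the test of junction use, which covered 17 junctions of *tim*, the gene had an unadjusted p of 0.0417 and an adjusted p of 1.00 from edgeR. The *tim-tiny* junction alone had a log2 change of -0.29 relative to the other junctions of the gene, with an unadjusted p of 0.00245 and an adjusted p of 0.540 over all junctions tested, from edgeR. Exon counts were also examined. The exon from 3499511 to 3500361 covers *tim-tiny* and the exons on either side, so its reads include reads of transcripts that splice out the intron. This exon that spans *tim-tiny* had 1.87 ± 0.0568 (SD, n = 5) times the reads of the exon from 3500001 to 3500361 in *GMR/+* and 2.00 ± 0.0819 (SD, n = 5) times in *GMR > prp4* RNAi (exact two-sided permutation p = 0.0159). Relative to all exons of *tim* it had a log2 change of 0.033 (adjusted p = 1.00 from edgeR).

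**Figure D1:**
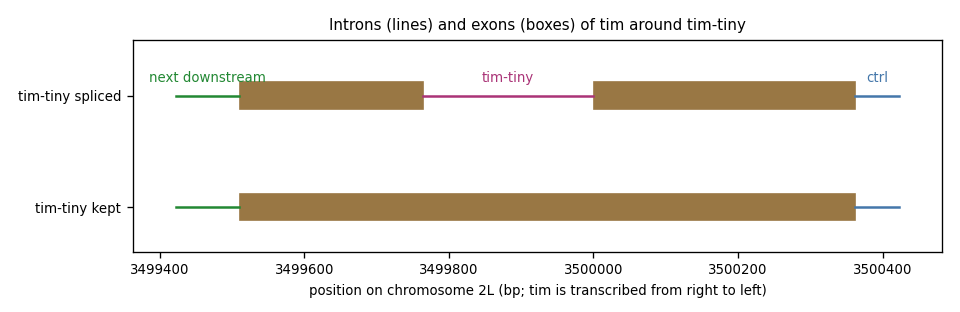
Position on chromosome 2L (bp) of the introns (lines) and exons (boxes) around *tim-tiny*, for transcripts that splice it out (upper) and transcripts that keep it (lower). The intron from 3499764 to 3500000 lies between the exon that ends at the *ctrl* intron and the next shared intron downstream.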

For comparison, differential alternative splicing in only four other genes (*trol*, *pex7*, *Npc1a*, *vsg*) was consistently identified with both of the algorithms (Figure 4A). Moreover, the RNA-Seq reads across the *tiny-tiny* junction normalized to its neighboring junction (2L:3500362–3500422), which is spliced out in all of the *tim* isoforms, were significantly increased in the *prp4* knockdown samples (*GMR >prp4^RNAi^*) compared to the controls (*GMR/+*), further pointing to the retention of *tim-tiny*. 

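Inclusion was computed from the junction reads at the coordinates that the paper lists for these genes, and p-values were adjusted over *tim-tiny* and the 3 events that could be measured. In *trol*, the share of reads that include the exon on X from 2494404 to 2494637 was 0.277 ± 0.158 (SD, n = 5) in *GMR/+* and 0.534 ± 0.0464 (SD, n = 5) in *GMR > prp4* RNAi (exact two-sided permutation p = 0.00794, adjusted p = 0.0159). On average, 8.2 reads included the exon in *GMR/+* and 24.8 in *GMR > prp4* RNAi, and 23.8 and 21.6 reads skipped it. *Npc1a* has an alternative 5′ splice site on 2L, where the event spans 10217341 to 10217353. The share of reads that use the longer exon was 0.804 ± 0.0199 (SD, n = 5) in *GMR/+* and 0.631 ± 0.0179 (SD, n = 5) in *GMR > prp4* RNAi (exact two-sided permutation p = 0.00794, adjusted p = 0.0159). Tests of junction use by edgeR gave an adjusted p of 0.00119 for *trol* and 0.00535 for *Npc1a*. In *vsg*, spliced reads across the intron on 3L from 9714400 to 9714505 averaged 8.4 in *GMR/+* and 11.4 in *GMR > prp4* RNAi. Per read of a neighboring junction they numbered 0.0228 ± 0.0104 (SD, n = 5) and 0.0260 ± 0.00598 (SD, n = 5), and no difference was detectable at this depth (exact two-sided permutation p = 0.563). CASH lists 2002 reads that skip this *vsg* intron in the controls. For *tim-tiny* it lists 1479, where the junction had 118.2 reads per control library here. The *vsg* junction thus holds few of the reads behind the paper's event, and its ratio cannot decide whether that event changed. The 3 events that the paper lists for *Pex7* lie within *Arr2*, which occupies 3L from 8647261 to 8648936 inside an intron of *Pex7*, and 0 junctions in the table have the ends of these events. The *Pex7* gene count was 19.2 ± 2.86 (SD, n = 5) in *GMR/+* and 62.6 ± 4.34 (SD, n = 5) in *GMR > prp4* RNAi, a log2 fold change of 1.71 (adjusted p = 2.18e-06 from edgeR).

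**Figure D2:**
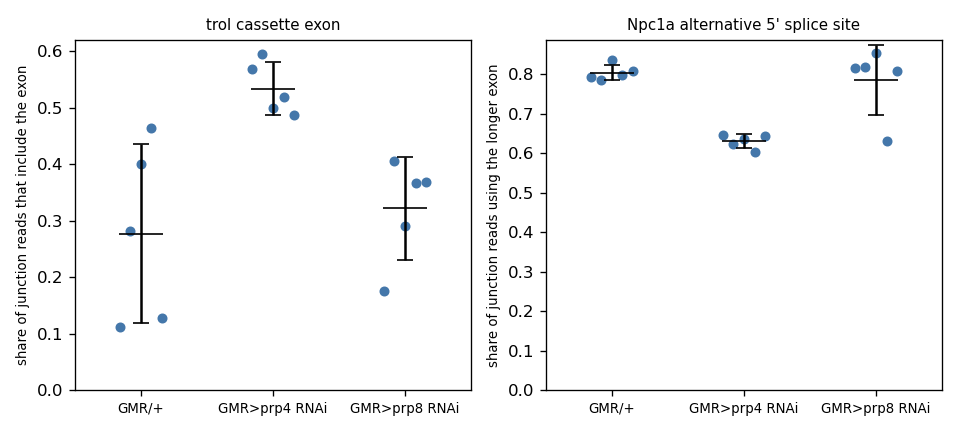
Share of junction reads that include the *trol* exon (left) and that use the longer *Npc1a* exon (right), for each library (points) of *GMR/+*, *GMR > prp4* RNAi and *GMR > prp8* RNAi, with the mean and SD of 5 libraries (bars). The *GMR > prp8* RNAi libraries have means of 0.322 for *trol* and 0.785 for *Npc1a*. For *Npc1a*, the library labelled replicate 14 had 0.632 and the other *GMR > prp8* RNAi libraries had 0.807 to 0.853.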

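Reads across the *ctrl* junction numbered 333.8 ± 47.6 (SD, n = 5) in *GMR/+* and 405.8 ± 10.3 (SD, n = 5) in *GMR > prp4* RNAi (exact two-sided permutation p = 0.0397). A read is counted at the *tim-tiny* junction when it joins the exons on either side, so the count falls when the intron is kept. There were 0.358 ± 0.0475 (SD, n = 5) *tim-tiny* junction reads per *ctrl* junction read in *GMR/+* and 0.252 ± 0.0470 (SD, n = 5) in *GMR > prp4* RNAi (exact two-sided permutation p = 0.0238, adjusted p = 0.0317). The inverse, *ctrl* reads per *tim-tiny* read, was 2.83 ± 0.386 (SD, n = 5) and 4.08 ± 0.727 (SD, n = 5). Individual libraries ranged from 0.308 to 0.411 *tim-tiny* reads per *ctrl* read in *GMR/+* and from 0.206 to 0.317 in *GMR > prp4* RNAi. The log2 ratio of the means was -0.51, and between -0.61 and -0.44 with each replicate left out in turn. Against the mean of 10 other junctions shared by the isoforms, the ratio was 0.255 in *GMR/+* and 0.189 in *GMR > prp4* RNAi (exact two-sided permutation p = 0.0238). Per read of the next shared junction downstream, from 3499423 to 3499510, there were 0.248 and 0.197 *tim-tiny* reads, which did not pass 0.05 (exact two-sided permutation p = 0.119). In this ratio, replicates 6 to 8 of *GMR > prp4* RNAi had 0.155 to 0.170. Replicates 9 and 10 had 0.263 and 0.241, within the control range of 0.231 to 0.269. From the reads at *tim-tiny* relative to its neighboring junction and the event called by CASH and Cufflinks, the paper reasons that *tim-tiny* is retained upon *prp4* knockdown. The paper also reports increased *tim-tiny* retention by qPCR upon pan-neuronal *prp4* knockdown, an experiment that these counts do not cover.

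**Figure D3:**
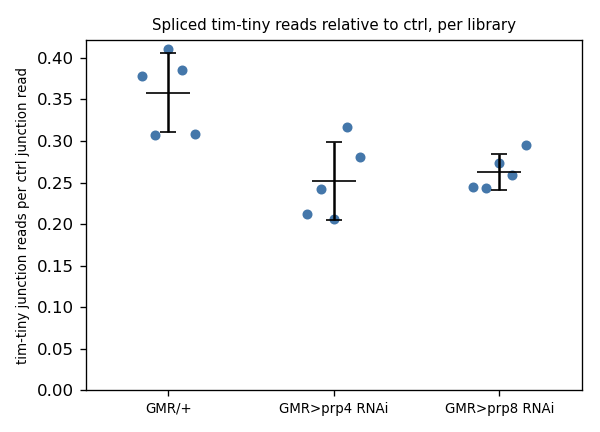
*tim-tiny* junction reads per *ctrl* junction read for each library (points) of *GMR/+*, *GMR > prp4* RNAi and *GMR > prp8* RNAi, with the mean and SD of 5 libraries (bars). The means are 0.358, 0.252 and 0.263.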

To estimate how common *tim-tiny* retention was in control flies (*GMR/+*), we quantified the ratio of isoforms that contain *tim-tiny* (*tim*-RM and *tim*-RS) to those that do not contain this intron using our Cufflinks-2.2 output (Supplementary file 4). This analysis indicated that the isoforms retaining *tim-tiny* were twice as abundant as other isoforms at ZT 8 (when all of the RNA-Seq samples were collected) (Supplementary file 5).

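Junction reads give a related ratio for the same control libraries, in which the *ctrl* reads not matched by a *tim-tiny* read stand for transcripts that keep the intron. This number divided by the *tim-tiny* reads was 1.83 ± 0.386 (SD, n = 5) in *GMR/+*, with a range from 1.43 to 2.25. It was between 1.73 and 1.93 when 1 control library was left out. The choice of the reference junction moved this ratio. With the mean of the other shared junctions of *tim* in place of *ctrl*, it was 2.96 ± 0.507 (SD, n = 5), and with the next shared junction downstream it was 3.05 ± 0.253 (SD, n = 5).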

**Figure 4.**
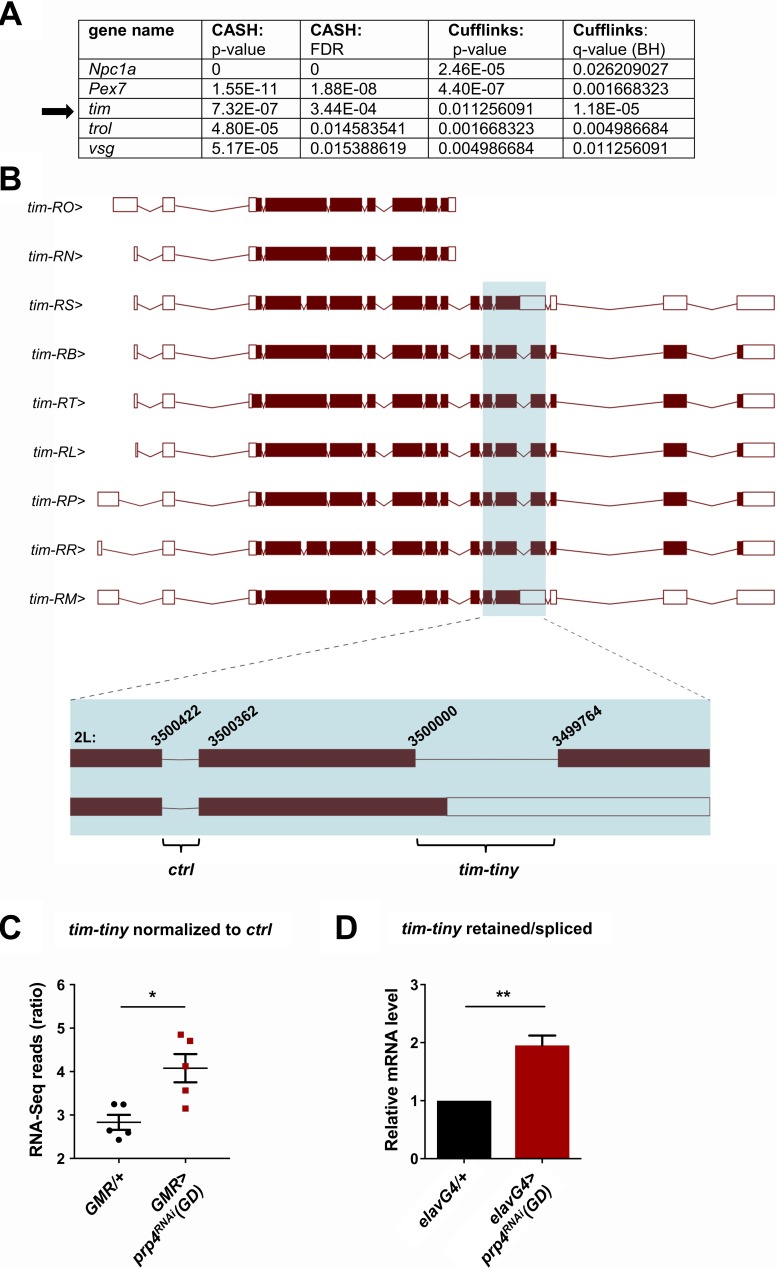
PRP4 regulates *tim* splicing. (**A**) Only five genes were identified as differentially spliced upon *prp4* downregulation with both CASH and Cufflinks/differential psi (percent spliced in) pipelines. For each gene, the corresponding p-value and False Discovery Rate (FDR) or q-value as determined by Benjamini-Hochberg (BH) procedure are reported. (**B**) *tim* isoforms (image adapted from Ensembl Fruitfly release 92, genome assembly BDGP6) are displayed. The boxes indicate exons, with filled boxes (brown) representing protein-coding sequences. The region of interest is enlarged (blue box) and depicts a constitutively spliced intron (*‘ctrl’*) and the intron that gets retained upon *prp4* knockdown (‘*tim-tiny’*). The chromosomal coordinates of these introns are indicated at their respective exon-intron junctions. (**C**) *tim-tiny* retention was revealed by RNA-Seq analysis in samples with *prp4* downregulated (*GMR > prp4* RNAi). The number of RNA-Seq reads across the *tim-tiny* intron normalized to the number of reads across the *ctrl* intron is higher in *prp4* knockdown flies (*GMR > prp4^RNAi^)* compared to controls (*GMR/+*). Data represent five independent biological replicates. Error bars represent mean RNAiSEM. *p ≤ 0.0001 as determined by CASH (refer to panel A). (**D**) An increase in intron retention in flies with pan-neuronal *prp4* knockdown was confirmed with qPCR analysis. *Dicer2 (Dcr2)* was co-expressed with the *prp4* RNAi transgene to increase its knockdown efficiency. Data represent four independent biological replicates, with technical triplicates performed during the qPCR step for each replicate. **p ≤ 0.01 to control (*elavGal4; Dcr2/+*) as determined by Student’s t test. Data represent mean ±SEM.

**Figure 4—figure supplement 1.**
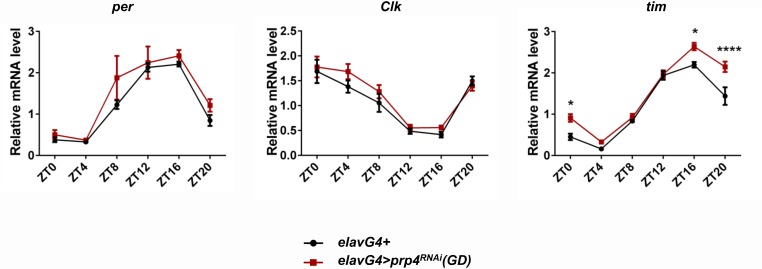
Pan-neuronal knockdown of *prp4* increases *tim* expression. *per and Clk* expression is unchanged while *tim* expression is increased at night (ZT16-ZT0) in the heads of flies with pan-neuronal *prp4* downregulation (*elavGal4*; *Dcr2 > prp4^RNAi^*(*GD*)) as compared to control (*elavGal4; Dcr2/+)*; p* ≤ 0.05, p**** ≤ 0.001 by by two-way ANOVA and Sidak’s post hoc test. Three independent qPCR experiments were performed in triplicates, normalized to *rp49* and analyzed using the ∆∆Ct method. Error bars = SEM.

**Figure 4—figure supplement 2.**
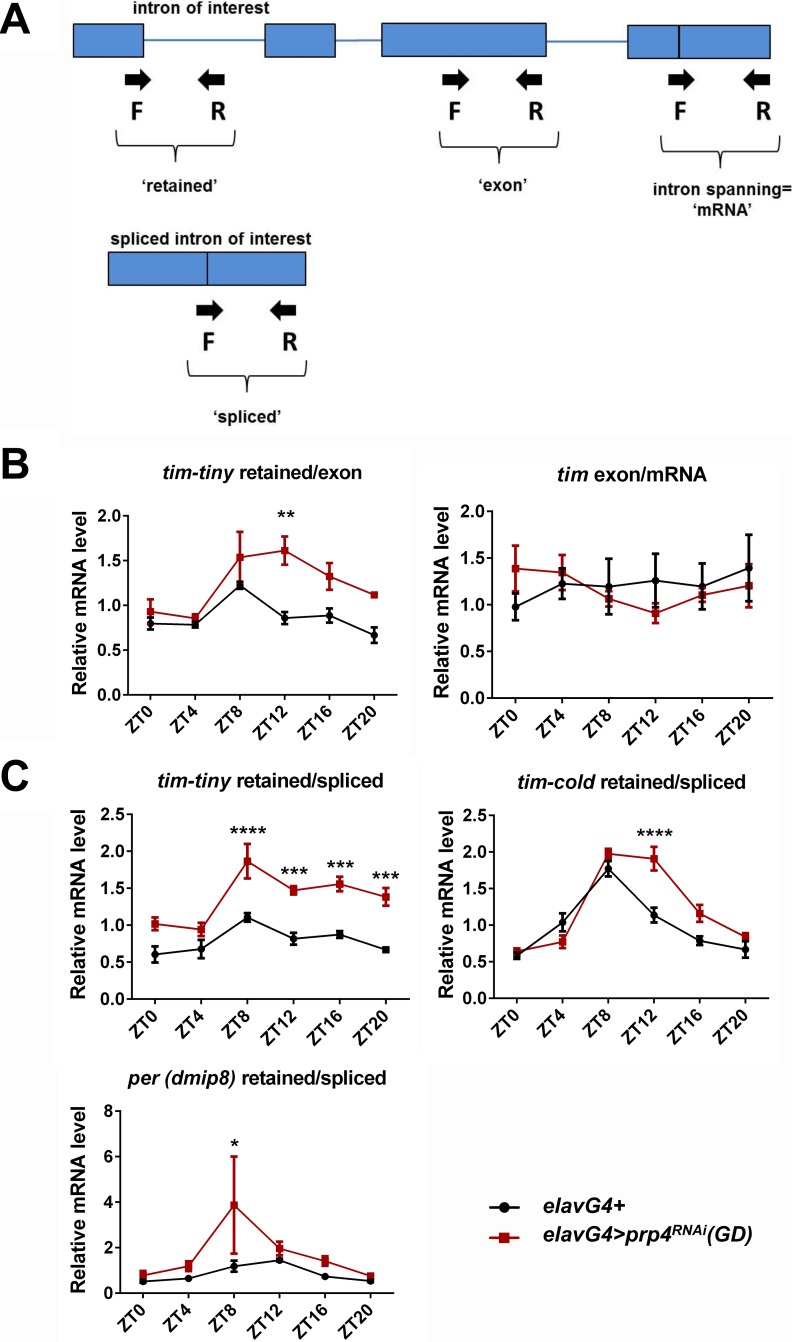
Analysis of the splicing of *tim-tiny, tim-cold* and *per* introns. (**A**) Schematic for qPCR-based analysis of *tim-tiny* splicing. Arrows indicate forward and reverse primers. Exons are depicted as boxes and introns are shown as lines. (**B**) On the left, normalization of the *tim-tiny ‘*retained’ signal to ‘exon’ primer signal verifies the increased *tim*-tiny retention in *elavGal4*; *Dcr2 > prp4 RNAi* (*GD*) flies (red) compared to *elavGal4; Dcr2/+* flies (black). On the right, no difference is detected between the non-exon-spanning (‘exon’) and exon-spanning (‘total’) *tim* primer sets. Data represent 3–4 biological replicates, with technical triplicates performed during the qPCR step for each biological replicate. p** ≤ 0.01 by two-way ANOVA and Sidak’s post hoc test. (**C**) Diurnal profiles of *tim-tiny*, *tim-cold* and *per* intron retention in control (*elavGal4; Dcr2/+*) and *prp4* loss-of-function (*elavGal4; Dcr2 > prp4 RNAi (GD)*) flies were assayed with qPCR and expressed as a ratio of retained to spliced introns at indicated ZT time points. Data represent 3–4 biological replicates, with technical triplicates performed during the qPCR step for each biological replicate. p* ≤ 0.05, p*** ≤ 0.001, p**** ≤ 0.001 by two-way ANOVA and Sidak’s post hoc test.

Motivated by the RNA-Seq data, we sought to verify the retention of the *tim-tiny* intron upon pan-neuronal *prp4* knockdown. For this purpose, we designed primers that would amplify only the transcript containing the retained intron or only the spliced transcript respectively (Figure 4—figure supplement 2). The ratio of retained to spliced signal would then indicate the relative intron retention. Using this approach, increased *tim-tiny* retention was consistently detected upon pan-neuronal *prp4* knockdown (Figure 4D). Additionally, by performing a control set of experiments, the signal from the ‘retained’ primer set targeting *tim-tiny* was verified not to reflect genomic DNA contamination (Figure 4—figure supplement 2A–B). First, retained intron levels were normalized to total *tim* mRNA. As total *tim* mRNA was amplified with primers that do not span junctions, but rather bind within sequences of a different exon (‘exon’), they are also expected to detect any contaminating DNA in addition to mRNA. As with the *tim-tiny* retained/spliced ratio, the retained/exon ratio indicated increased *tim-tiny* retention upon *prp4* knockdown, in particular at ZT12, a time point used for our initial RNA-Seq analysis (Figure 4—figure supplement 2B). Additionally, we amplified RNA using primers that span an exon-exon junction at a different part of *tim* (‘mRNA’), which hence should only detect mRNA, and found that the ratio of *tim* ‘exon’ to ‘mRNA’ was not different between the control (*elavGal4*; *Dcr2/+*) and the *prp4* knockdown flies (*elavGal4*; *Dcr2 > prp4^RNAi^*(*GD*)), indicating that residual DNA contamination does not contribute to the increased detection of *tim-tiny* with *prp4* knockdown (Figure 4—figure supplement 2B).

### Intron retention in *tim* decreases TIM levels and affects circadian behavior

To assay the influence of *prp4*-dependent *tim-tiny* intron retention on TIM levels, we generated *tim* cDNA constructs that lacked the intron (‘*tim*-spliced‘), included the intron (‘*tim*-retained’) or included the intron along with a silent T > A mutation in the 5’ donor splice site at 2L:3499999 (‘*tim*-retained-ssM’) (Figure 5A). All constructs were transfected into S2 cells and assayed for their ability to drive expression of TIM protein. Intron inclusion had a drastic effect on the total levels of TIM, ranging from highest in the condition when no intron was present to no detectable full size TIM in the condition when splicing was blocked with the mutation (Figure 5B). Expression of the construct with the 5’ splice site mutation led to low level production of a shorter TIM isoform that we called TIM^tiny^. This isoform was entirely absent when *tim* cDNA lacking the *tim-tiny* intron was expressed but was produced upon expression of the cDNA construct that included *tim-tiny*. Therefore, TIM^tiny^ is a truncated TIM isoform generated from the *tim* mRNA carrying an unspliced *tim-tiny* intron. Total mRNA levels were not different between these three experimental conditions, pointing to the post-transcriptional regulation of TIM protein abundance (data not shown).

**Figure 5.**
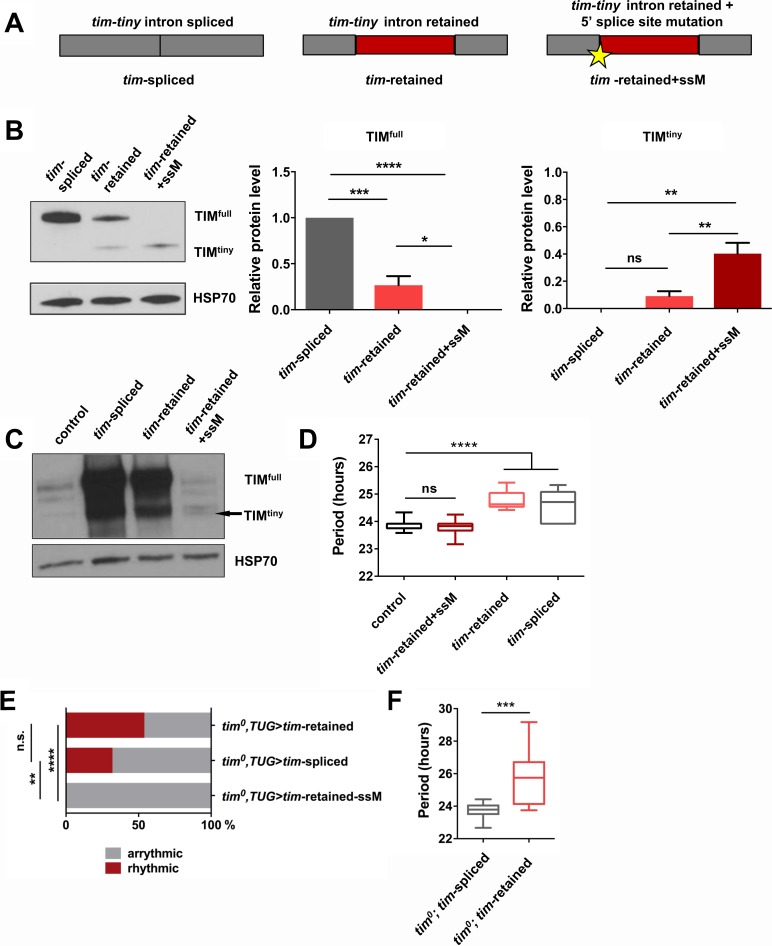
Intron retention in *tim* decreases TIM levels and affects circadian behavior. (**A**) Schematic depiction of three *tim* cDNA constructs used to assess the effect of *tim-tiny* retention (red block) on TIM levels. (**B**) Retention of *tim-tiny* intron decreases full-length TIM and leads to production of a minor TIM^tiny^ isoform. S2 cells were transfected with constructs described in (**A**) and western blots of cell lysates were probed with TIM antibody. Western blots are representative of 3 independent experiments. In the panels on the left, total levels of TIM isoforms upon expression of splice-specific cDNA constructs were quantified. TIM levels were normalized to HSP70 and expressed relative to the TIM^full^ levels in cells overexpressing a fully spliced (*tim*-spliced) construct. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 by one-way ANOVA and Holm-Sidak’s post hoc test. Data represent mean ±SEM (n = 3). (**C**) Western blots of head lysates of flies overexpressing *tim* cDNA with a 5’ splice site mutation in *tim-tiny* (*TUG; Dcr2 > tim*-retained+ssM) reveal production of TIM^tiny^ (arrow) and decrease in TIM^full^ compared to flies overexpressing intronless *tim* cDNA (*TUG*; *Dcr2 > tim*spliced) or *tim* cDNA that includes *tim-tiny ((TUG; Dcr2 > *tim retained). All flies were collected at ZT10, when endogenous TIM levels are low in control flies (*TUG; Dcr2/+).* Western blots are representative of 4 independent experiments. (**D**) Flies overexpressing *tim* cDNA constructs with 5’ splice site mutation (*TUG*; *Dcr2 >tim-*retained*+*ssM) do not lengthen circadian period. n = 6–26; n.s., not significant at the 0.05 level; ****p ≤ 0.0001 to control (*TUG*; *Dcr2/+*) by one-way ANOVA and Tukey’s post hoc test. (**E**) *TUG*-driven expression of *tim* cDNA, with both ‘*tim*-spliced’ and ‘*tim*-retained’ constructs, rescues circadian rhythms in *tim^0^* flies. n.s., not significant at the 0.05 level, **p ≤ 0.01, ****p ≤ 0.0001 by pairwise Fischer’s exact test (n = 28–41). (**F**) *TUG*-driven rescue of *tim^0^* circadian rhythms with *tim* cDNA lacking *tim-tiny* (*tim^0^*,*TUG > tim* spliced) results in shorter periods than with *tim* cDNA that includes *tim-tiny* (*tim^0^*,*TUG > tim* retained). ***p ≤ 0.001 by Student’s t test, n = 10–22.

Next, we overexpressed *tim* cDNA transgenes (Figure 5A) in flies, using a circadian cell driver (*TUG*). Normally, overexpression of *tim* using the Gal4-UAS system reduces rhythmicity and increases free-running periods, likely due to prolonged expression of the excess protein coupled with little negative feedback to downregulate production (Yang and Sehgal, 2001). Overexpression of ‘*tim*-spliced’ and ‘*tim*-retained’ cDNAs caused lengthening of free-running periods (Figure 5D). However, the circadian behavior of flies overexpressing the cDNA construct with the 5’ splice site mutation in *tim-tiny (TUG*; *Dcr2 > tim-*retained + ssM) was not different from that of the controls (*TUG*; *Dcr2/+*). This would fit with our observations from S2 cells, which suggested a loss of full-sized TIM (TIM^full^) expression when *tim-tiny* was primed for selective retention. Thus, we hypothesized that overexpression of the construct with the 5’ splice site mutation did not produce TIM^full^ in flies. We assayed TIM levels in flies overexpressing different *tim* cDNA constructs through western blots of fly head lysates collected at ZT10 when the endogenous TIM levels are low in controls (*TUG; Dcr2/+*) (Figure 5C). As predicted, flies that overexpressed ‘*tim*-retained-ssM’ cDNA did not have increased TIM^full^ relative to controls, although both ‘*tim*-spliced’ and ‘*tim*-retained’ transgenes expressed abundant amounts of protein. Interestingly, we detected a band, likely corresponding to TIM^tiny^, in *TUG; Dcr2 > tim-*retained + ssM flies, which was absent in the *TUG; Dcr2/+* controls. These data further corroborate our S2 cell findings and suggest that selective *tim-tiny* retention acts to reduce overall TIM levels.

To further understand the effect of *tim-tiny* splicing on circadian behavior, we overexpressed ‘*tim*-spliced’, ‘*tim*-retained’ and ‘*tim*-retained-ssM’ using the *TUG* driver in the *tim^0^* homozygous background. We hypothesized that differential splicing of *tim-tiny* is necessary for the maintenance of circadian rhythmicity and so the ‘*tim*-retained’ construct would rescue the behavioral rhythm most efficiently because it allows for both the splicing and retention of the intron. Additionally, because *prp4* knockdown increases the retention of *tim-tiny* (Figure 4) and prolongs the rhythm (Figure 1), we speculated that the ‘*tim*-spliced’ construct would rescue with a shorter period than the ‘*tim*-retained’ construct. As expected, the expression of *tim* cDNA with a 5’ splice site mutation in *tim-tiny* (‘*tim-*retained + ssM’) did not restore rhythms in *tim^0^* flies (Figure 5E). The other two cDNA constructs, ‘*tim*-retained’ and ‘*tim*-spliced’ rescued rhythms in 54% and 32% of *tim^0^* flies, respectively. Importantly, there was a significant difference in period length between the flies that were rhythmic (Figure 5F). As discussed above, the UAS-GAL4 system typically over-expresses proteins and so rescues *per/tim* mutants with longer periods (Yang and Sehgal, 2001), which we observed for the ‘*tim*-retained’ isoform (~26 hr). Shorter periods were seen with the ‘*tim*-spliced’ version (Figure 5F), supporting the idea that *tim-tiny* retention promotes clock delays.

### *tim* splicing is regulated by the clock and by temperature

We next asked if the splicing of *tim* is under circadian regulation. For this purpose, we generated relative intron retention profiles across regular intervals under both LD and DD conditions (Figure 6A–B). In LD conditions, intron retention of *tim-tiny* did not display a significant cycle (by JTK analysis) but nevertheless showed a peak at ZT8. In DD conditions, interestingly, we observed robust cycling of *tim-tiny* with a crest at CT8. It was previously reported that the last (~850 bp) intron in *tim* (also known as *tim-cold*) is also sometimes retained (Boothroyd et al., 2007). To determine if the retention of *tim-cold* is rhythmic, as is the retention of *tim-tiny*, we profiled *tim-cold* intron retention across a 24 hr cycle under different conditions. We found that *tim-cold* retention cycled in both LD and DD with similar phases, such that peak intron retention was during the day in LD and the subjective day in DD. To further verify that the cycling we detected for *tim* splicing was under clock control, we assayed *tim-tiny* and *tim-cold* intron retention profiles in *per^01^* mutant flies. In *per^01^* flies under both LD and DD conditions, the cycling of both *tim-tiny* and *tim-cold* intron retention was abolished, indicating that the circadian clock drives circadian oscillations in *tim* splicing. We suggest that retention of the *tim-tiny* intron during the day serves to delay the accumulation of TIM protein, in particular when light is not available to degrade TIM.

**Figure 6.**
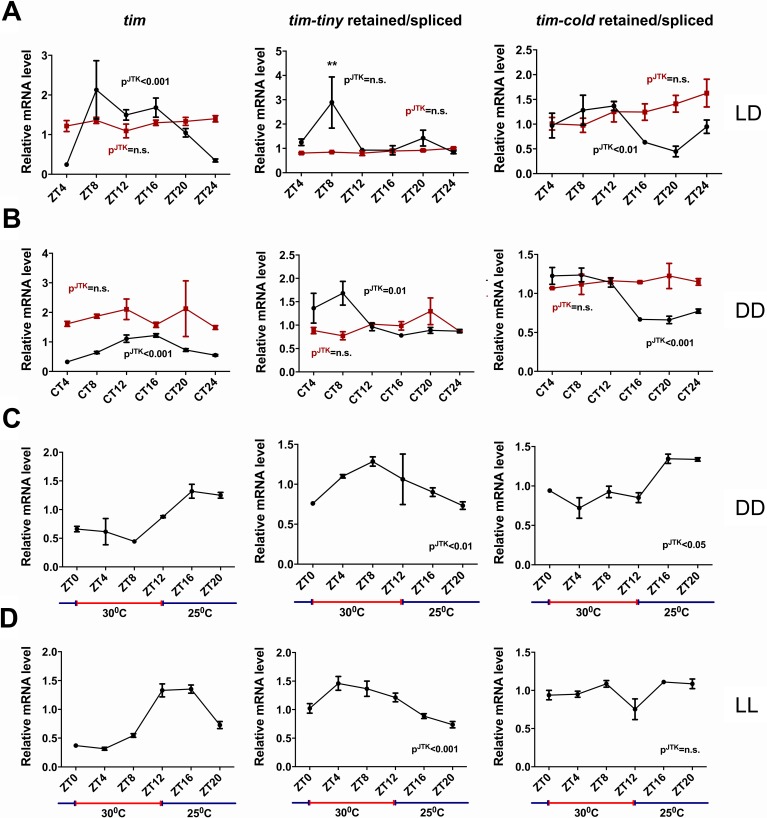
*tim* splicing is regulated by the clock and by temperature. Flies were entrained for at least 3 days in 12 hr:12 hr light:dark (LD) conditions and collected in LD (A) or on the first day of transfer to constant darkness (B) at indicated ZT or CT time points, respectively. Splicing of *tim-tiny* and *tim-cold* introns was quantified as a ratio of retained to spliced levels using qPCR analysis. Three independent qPCR experiments were performed in triplicate, normalized to *rp49* and analyzed using the ∆∆Ct method. p^JTK^ indicates cycling as assessed by JTK cycle analysis for wild-type *iso^31^* flies (black) and *per^01^* circadian mutants (red). *tim-tiny* intron retention is increased in LD at ZT8 (A) as calculated by two-way ANOVA and Sidak’s post hoc test, p** ≤ 0.01. Wild-type *iso^31^* flies were collected at indicated ZT time points after at least four full days of entrainment in 12 hr:12 hr 30C:25C temperature cycles in constant dark (C) or constant light (D) conditions. Splicing of *tim-tiny* and *tim-cold* introns was quantified as a ratio of retained to spliced levels using qPCR analysis. Three independent qPCR experiments were performed in triplicate, normalized to *rp49* and analyzed using the ∆∆Ct method. p^JTK^ indicates cycling as assayed by JTK cycle analysis. Error bars = SEM.

It was previously reported that *tim-cold* retention is regulated by temperature and peaks at colder temperatures (Boothroyd et al., 2007). To determine if the splicing of *tim-tiny* was similarly sensitive to temperature, we used a temperature entrainment paradigm (12 hr:12 hr 30°C:25°C) under constant photic conditions (Figure 6C–D). In constant dark, temperature cycles were able to drive *tim* expression as previously reported (Glaser, F.T., and Stanewsky, R., 2005). Additionally, the profile of *tim-cold* retention was cyclic with the highest retention levels during the colder (25°C) temperatures. Interestingly, *tim-tiny* retention was robustly rhythmic under these temperature conditions, yet, unlike *tim-cold*, intron retention was increased by higher temperatures and decreased by lower ones. Thus, higher temperatures, which are typically associated with daytime hours, may reduce TIM levels by regulating the splicing of *tim-tiny*, while light does so through TIM degradation (Hunter-Ensor et al., 1996; Myers et al., 1996; Zeng et al., 1996; Naidoo et al., 1999). We observed the same relationship and even more robust cycling of *tim-tiny* under temperature cycles (12 hr:12 hr 30°C:25°C) in constant light conditions (Figure 6D). In these conditions, *tim-cold* did not cycle, further indicating different regulation of these two splicing events in *tim*.

## Discussion

In this study, we identify a novel alternative splicing (AS) mechanism that affects the pace of endogenous circadian oscillations and implicates PRP4 and other tri-snRNP components in circadian clock regulation. Importantly, our findings contribute to the understanding of a longstanding question in the circadian field, specifically how negative feedback by clock proteins is delayed in order to permit distinct phases, and therefore oscillations, of transcriptional activation and repression. In Drosophila, PER translation does not appear to be delayed relative to its mRNA production in a daily cycle (Chen et al., 1998), but the protein is initially destabilized through its phosphorylation by the DOUBLETIME (DBT) kinase (Price et al., 1998). TIM stabilizes PER by alleviating this effect of DBT, and so accumulation of TIM, which only occurs after dark as TIM is degraded by light, determines the rise of PER. How this mechanism persists when light is not a cycling cue, for instance in constant darkness or in temperature cycles in constant light, was not known. Alternative splicing of the *tim-tiny* intron may be critical under these conditions.

The circadian profile of *tim-tiny* intron retention (i.e. high during the daytime) is consistent with it delaying the accumulation of TIM protein. Indeed, this mechanism is particularly robust in DD (Figure 6) and also in temperature cycles in constant light conditions (Glaser and Stanewsky, 2005; Yoshii et al., 2005). The retention of *tim-tiny* peaks at high temperatures, which correlates with low TIM levels (Glaser, F.T., and Stanewsky, R., 2005; Yoshii et al., 2005). We propose a model (Figure 7) whereby the splice choice at the *tim-tiny* locus modulates the rate of TIM accumulation, which in turn affects the total levels of nuclear PER and TIM. The intron retention of *tim-tiny*, therefore, likely contributes to a delay between initial *tim* expression and accumulation of TIM, ensuring stability and robustness of the circadian oscillator. At the same time, the response of this splicing event to temperature promotes flexibility of the clock.

**Figure 7.**
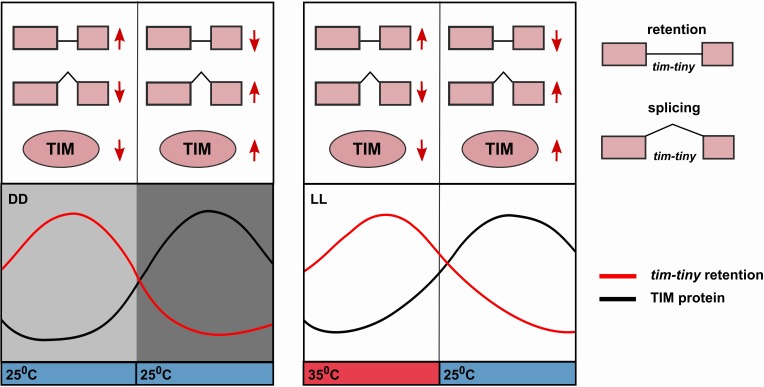
Alternative splicing of the *tim*-tiny intron promotes oscillations of TIM levels. The model depicts how retention of the *tim-tiny* intron, which is increased upon downregulation of *prp4,* regulates TIM cycling. Both the circadian clock (**A**) and temperature cycles (**B**) regulate retention of the *tim-tiny* intron. (**A**) Increased retention of *tim-tiny* during the subjective day (light gray) in dark:dark (DD) conditions serves to decrease TIM levels and delay the accumulation of TIM in the absence of light. (**B**) Higher temperatures, typically associated with daytime hours, increase *tim-tiny* retention. Temperature cycles can maintain clock function under constant light conditions (LL), which would otherwise disrupt the clock. Entrainment by temperature appears to be driven by a reduction of TIM protein at the higher temperature (Yoshii, T., et al., 2005). We propose that under temperature cycles, retention of *tim-tiny* sets the levels of TIM and contributes to maintenance of the molecular clock.

Traditionally, it has been accepted that AS is driven by a set of auxiliary splicing factors, such as serine/arginine-rich (SR) proteins and heterogeneous nuclear ribonucleoproteins (hnRNPs), that act on *cis*-regulatory splicing modules and recruit U1 and U2 snRNP machinery (Matera and Wang, 2014; Bradley et al., 2015; Han et al., 2011). However, studies from a range of organisms increasingly point to the involvement of the core spliceosomal machinery not only in AS execution but also in splice junction selection (Brooks et al., 2015; Burckin et al., 2005; Clark et al., 2002; Park et al., 2004; Pleiss et al., 2007). 

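Exon counts of *GMR > prp4* RNAi and *GMR/+* flies were tested in the same way as the junctions. At an adjusted p of 0.05, 72 of 7484 genes, or 0.962%, differed in exon use, and 288 had an unadjusted p under 0.05. The alternatives gave up to 173 genes, with a gene-level F test. Junction use and exon use were both past the threshold in 14 genes. The smallest adjusted p belonged to *klar* (5.31e-56), whose exon on 3L from 432844 to 434208 had 0 reads in every control library and 132.4 ± 17.2 (SD, n = 5) in *GMR > prp4* RNAi. In the gene counts CG13891 has the same start and end as this exon, and it rose from 0 reads in every control library to a mean of 64.2. The rise of the exon cannot be told apart from that of CG13891, and by itself shows no change in *klar* exon use. CG32795 came next (1.36e-49), with an exon on X from 2790245 to 2790869 that overlaps *w* and rose from 52.2 ± 10.9 (SD, n = 5) to 969 ± 139 (SD, n = 5) reads. *Desat1*, CG4577 and *GstD9* were the next 3 genes. Of the 45 genes in the paper's Supplementary file 3, 44 could be tested for exon use and 11 were past the threshold. *trol* had an adjusted p of 0.00106 and *Npc1a* of 0.0361 from edgeR. The exon counts of *tim* and *vsg* gave adjusted p-values of 1.00 in this edgeR test.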

Our RNA-seq findings further support the idea that the abundance/stability of at least some components of the core spliceosome has an effect on a select subset of AS events, while constitutive splicing seems to be unperturbed (Supplementary file 3 and 4). A functional network of spliceosomal proteins has been proposed on the basis of their knockdown phenotypes (Papasaikas et al., 2015). According to this model, PRP4 resides within the tri-snRNP regulatory module, which largely coincides with the previously reported physical interactions between the components of the tri-snRNP (Dellaire et al., 2002; Bottner et al., 2005; Schneider et al., 2010). Our findings of similar circadian behavioral effects caused by loss of any of several tri-snRNP components strongly implicate the tri-snRNP complex in circadian regulation (Table 1). It remains to be established how the decreased abundance of tri-snRNP components triggers changes in alternative splicing. We hypothesize that tri-snRNP level/activity is limiting for a subset of AS reactions, likely the ones with weaker splice sites. This hypothesis is supported by two recent studies reporting that (1) *Prp4* in fission yeast is necessary to recognize and splice the introns with weak splice sites (Eckert et al., 2016) and (2) decreased availability of mammalian *Prpf8* leads to the selective retention of introns that harbor weak 5’ splice sites (Wickramasinghe, V.O., et al., 2015).

We speculate that tri-snRNP components constitute a well-conserved regulatory module for circadian clocks. Conservation of the circadian role of tri-snRNP is suggested by several findings. First, the human homolog of PRP4 was identified as a hit in a genome-wide RNAi screen for regulators of the circadian clock (Zhang et al., 2009). Secondly, SM-like (LSM) proteins that are associated with U6 snRNP were recently shown to regulate circadian rhythmicity in both *Arabidopsis* and in mammalian cell culture (Perez-Santángelo et al., 2014). Finally, some tri-snRNP components (Prpf8, Prpf31 and SART1) physically associate with mammalian PER2 complexes, further highlighting potential cross-talk between central clock components and the tri-snRNP (Kim et al., 2014).

Although AS has been implicated in the regulation of circadian clocks, it has not been linked to clock function in the manner we report here. In *Neurospora crassa*, the ratio of alternatively spliced *frequency (frq)* isoforms determines the robustness of circadian rhythmicity and fine-tunes the period length (Garceau et al., 1997; Liu et al., 1997). In *Arabidopsis thaliana*, AS regulates the circadian clock by multiple mechanisms, such as the production of new isoforms that competitively inhibit functional clock proteins (Seo et al., 2012) and the modulation of clock RNA levels via the nonsense-mediated decay (NMD) pathway (James et al., 2012; Kwon et al., 2014). In *Drosophila*, the alternative splicing regulator SR-related matrix protein of 160 kDa (SRm160) modulates PER levels locally in the pacemaker neurons to regulate circadian rhythms (Beckwith et al., 2017). The key theme that emerges from these studies is that AS acts directly on core clock components to set their levels. Alternatively, splicing mechanisms could regulate diurnal rhythmicity of neuronal excitability, as proposed for splicing of BK channels in the suprachiasmatic nucleus (Shelley et al., 2013).

Our study identifies a novel splicing event in *tim* that can regulate TIM levels in both cell culture and in flies (Figure 5). How does the splicing affect TIM levels? It is unlikely that the retention of *tim-tiny* leads to NMD-mediated RNA decrease because the flies with *prp4* downregulated do not have reduced *tim* levels (Figure 4—figure supplement 1). On the contrary, overall *tim* RNA levels tend to be increased in those flies. Additionally, expression of *tim* cDNA constructs with constitutively retained *tim-tiny* (Figure 5) decreases TIM levels without altering *tim* mRNA levels (data not shown). Therefore, we suggest that it is either the *tim* mRNA translation step or the stability of the truncated TIM isoform, TIM^tiny^, produced by *tim-tiny* that is sub-optimal. The 267 amino acids at the C-terminus of TIM that are predicted to be lost in TIM^tiny^ include a putative cytoplasmic localization signal (Saez et al., 2011) as well as a predicted threonine phosphorylation site (Bodenmiller et al., 2007), both of which could significantly change stability and function of TIM. Notably, TIM^tiny^ is typically not detected in western blots of TIM expression in flies, so it appears that *tim-tiny* retention serves only to reduce the amount of *tim* RNA that can effectively produce protein.

While studying the effect of *tim-tiny* retention in isolation can give us a quick snapshot of its importance, overall splicing of *tim* is considerably more complex. In parallel to *tim-tiny*, in this study we examined the splicing profile of a previously reported *tim-cold* intron (Boothroyd et al., 2007). Cycles of *tim-tiny* and *tim-cold* intron retention are similar under light:dark and constant dark conditions (Figure 6), but temperature cycles have different effects on the splicing of these two introns. *tim-tiny* intron retention increases with hot temperature, whereas *tim-cold* intron retention increases at the onset of the cold cycle (Figure 6). Also, *tim-cold* retention does not cycle in temperature cycles in LL, suggesting that it does not contribute to rhythmicity under these conditions. *tim-tiny* intron is upstream of *tim-cold*, which means that *tim-tiny* retention should lead to TIM downregulation regardless of the splicing decision at the *tim-cold* locus. Following differential splicing at *tim-tiny* locus, *tim-cold* could get either retained or spliced, introducing an additional regulatory layer. The interplay of AS at the level of these two introns can produce a range of TIM isoforms, the roles of which remain to be elucidated, particularly with respect to temperature entrainment.

In Drosophila, splicing of *D. melanogaster per* intron 8 (*dmip8*), the intron located in the 3’ untranslated region (UTR) of *per*, is regulated by both light and temperature (Collins et al., 2004; Majercak et al., 2004; Majercak et al., 1999). This splicing mechanism allows flies to delay their evening behavior during long photoperiods and/or high temperatures, and might play a role in seasonal adaptation. On a molecular level, *dmip8* retention delays *per* mRNA and PER protein accumulation. 

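The *dmip8* intron spans 86 bp in the 3′ UTR of *per*, on X from 2692391 to 2692476. In heads of *GMR/+* flies 8.8 ± 4.60 (SD, n = 5) reads joined its ends, and in *GMR > prp4* RNAi 4.6 ± 3.29 (SD, n = 5). Per read of the neighboring *per* junction, from 2692150 to 2692207, these numbered 0.194 ± 0.104 (SD, n = 5) and 0.100 ± 0.0694 (SD, n = 5). The log2 ratio of the means was -0.96, and no difference was detectable at this depth (exact two-sided permutation p = 0.143). With each replicate left out in turn, the log2 ratio lay between -1.30 and -0.64, and the p of the same exact permutation test between 0.0238 and 0.278.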

While *dmip8* retention was not identified in our initial RNA-Seq data (Supplementary file 3 and 4), our follow up qPCR splicing analysis suggested that PRP4 modestly regulates *per* splicing (Figure 4—figure supplement 2C). *dmip8* retention has a small effect on the free-running period length (~25 hr period) (Cheng et al., 1998; Majercak et al., 1999), but it cannot fully account for the period lengthening phenotype we report for flies with downregulated *prp4* (Figure 1A–B; Table 1).

Studies in *Arabidopsis* suggest that the expression of a number of tri-snRNP components is regulated by the circadian clock (Perez-Santángelo et al., 2013). In Drosophila, recent profiling of mRNA cycling in different neuronal clusters detected *prp4* mRNA oscillations in DN1 clock neurons and *brr2* cycling in LNvs (Abruzzi et al., 2017). While these RNA-Seq findings have not been verified through other approaches, they lead us to hypothesize that diurnal oscillations in tri-snRNP components drive circadian splicing of *tim* (Figure 6) and potentially other circadian output genes locally in specific clock neurons. This hypothesis is further strengthened by another recent report (Wang et al., 2018) that suggests heterogeneous alternative splicing profiles for different circadian neuronal groups. In addition to changes in total levels of PRP4, circadian regulation of its kinase activity could contribute to differential splicing of *tim* over the course of the day. We establish a role for PRP4 in LNvs, the key pacemaker cluster necessary for the maintenance of circadian cycles under constant dark conditions (Figure 1). However, based on our findings that splicing of *tim* is regulated by temperature and persists in constant light (Figure 6), we speculate that PRP4 also functions in DN1s, clock cells implicated in temperature sensing and entrainment (Yadlapalli et al., 2018; Zhang et al., 2010). In summary, while much of the focus in the circadian field has been on transcriptional or post-translational control, our findings indicate a critical role for alternative splicing, perhaps in a cell-type-specific manner.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (Drosophila melanogaster)	*prp4*	NA	FLYB:FBgn0027587	
Gene (Drosophila melanogaster)	*timeless (tim)*	NA	FLYB:FBgn0014396	
Gene (Drosophila melanogaster)	*period (per)*	NA	FLYB:FBgn0003068	
Gene (Drosophila melanogaster)	*prp8*	NA	FLYB:FBgn0033688	
Gene (Drosophila melanogaster)	*brr2*	NA	FLYB:FBgn0263599	also known as *l(3)72Ab*
Gene (Drosophila melanogaster)	*prp3*	NA	FLYB:FBgn0036915	
Gene (Drosophila melanogaster)	*prp31*	NA	FLYB:FBgn0036487	
Strain, strain background (Drosophila melanogaster)	*iso^31^*	from laboratory stocks	NA	
Genetic reagent (Drosophila melanogaster)	*per^01^*	Bloomington Drosophila Stock Center (BDSC)	FLYB:FBal0013649	
Genetic reagent (Drosophila melanogaster)	*tim^0^*	BDSC	FLYB:FBal0035778	
Genetic reagent (Drosophila melanogaster)	*TUG* (*Tim-UAS-Gal4*)	BDSC	FLYB:FBtp0011839	
Genetic reagent (Drosophila melanogaster)	*pdfGal4;* *pdfG4*	BDSC	FLYB:FBtp0011844	
Genetic reagent (Drosophila melanogaster)	*elavGal4;* *elavG4*	BDSC	BDSC:25750	
Genetic reagent (Drosophila melanogaster)	*GMRGal4;* *GMR*	BDSC	FLYB:FBti0002994	
Genetic reagent (Drosophila melanogaster)	*prp4^RNAi^*(*GD*)	Vienna Drosophila Resource Center (VDRC)	VDRC:27808	
Genetic reagent (Drosophila melanogaster)	*prp4^RNAi^*(*KK*)	VDRC	VDRC:107042	
Genetic reagent (Drosophila melanogaster)	*prp8^RNAi^*(*GD*)	VDRC	VDRC:18565	
Genetic reagent (Drosophila melanogaster)	*prp3^RNAi^*(*GD*)	VDRC	VDRC:25547	
Genetic reagent (Drosophila melanogaster)	*prp3^RNAi^*(*KK*)	VDRC	VDRC:103628	
Genetic reagent (Drosophila melanogaster)	*prp31^RNAi^*(*KK*)	VDRC	VDRC:103721	
Genetic reagent (Drosophila melanogaster)	*brr2^RNAi^*(*KK*)	VDRC	VDRC:110666	
Genetic reagent (Drosophila melanogaster)	*prp8^2e1^*	BDSC	FLYB: FBal0190235; BDSC:25905	
Genetic reagent (Drosophila melanogaster)	*prp8^2e2^*	BDSC	FLYB:FBal0190015; BDSC:25912	
Genetic reagent (Drosophila melanogaster)	*brr2^e03171^*	BDSC	FLYB:FBti0041681; BDSC:18127	
Genetic reagent (Drosophila melanogaster)	*UAS-Dicer2;* *Dcr2*	BDSC	FLYB:FBtp0036672	
Genetic reagent (Drosophila melanogaster)	UAS*-tim-*spliced; *tim-*spliced	this paper	NA	generated by the site-specific PhiC31 Integration System (Rainbow Transgenics) using the attP on the 3^rd^ chromosome; pUAST-*tim*-spliced plasmid was used for injection
Genetic reagent (Drosophila melanogaster)	UAS*-tim-*retained; *tim-*retained	this paper	NA	generated by the site-specific PhiC31 Integration System (Rainbow Transgenics) using the attP on the 3^rd^ chromosome; pUAST-*tim*- retained plasmid was used for injection
Genetic reagent (Drosophila melanogaster)	UAS*-tim-*retained+ssM; *tim-*retained+ ssM	this paper	NA	generated by the site-specific PhiC31 Integration System (Rainbow Transgenics) using the attP on the 3^rd^ chromosome; pUAST-*tim*- retained+ssM plasmid was used for injection
Cell line (Drosophila melanogaster)	S2	ATCC (Manassas, VA)	FLYB:FBtc0000181; RRID:CVCL:Z992	
Antibody	guinea pig anti- PER (UP1140)	Garbe et al., 2013	NA	1:1000
Antibody	rat anti- TIM (UPR42)	Jang et al., 2015	NA	1:1000
Antibody	rabbit anti-PDF (HH74)	Garbe et al., 2013	NA	1:500
Antibody	mouse anti-LaminC	Developmental Studies Hybridoma Bank (DSHB)	LC28.26	1:500
Antibody	mouse anti-HSP70	Sigma	Cat# H5147	1:5000
Recombinant DNA reagent	pIZ/V5-His plasmid	ThermoFischer	Cat# V800001	backbone
Recombinant DNA reagent	pBluescript-*tim*	lab collection	NA	*tim* sequence contained *tim-tiny;* used for subcloning
Recombinant DNA reagent	*tim*-spliced; pIZ-*tim*-spliced	this paper	NA	*tim* cDNA was subcloned into pIZ-V5 plasmids
Recombinant DNA reagent	*tim*-retained; pIZ-*tim*-retained	this paper	NA	*tim-tiny* intron was subcloned into pIZ-*tim*- spliced vector from pBluescript-*tim* plasmid
Recombinant DNA reagent	*tim*-retained+ ssM; pIZ-*tim*-retained+ssM	this paper	NA	generated by mutagenesis of the 5’ splice donor site of *tim-tiny* intron from pIZ-*tim*-retained plasmid
Recombinant DNA reagent	*tim*-spliced; pUAST-*tim*-spliced	this paper	NA	*tim* cDNA was subcloned from pIZ-*tim*- spliced into pUAST -attB vector
Recombinant DNA reagent	*tim*-retained; pUAST-*tim*-retained	this paper	NA	*tim* cDNA was subcloned from pIZ-*tim*-retained into pUAST-attB vector
Recombinant DNA reagent	*tim*-retained + ssM; pUAST-*tim*-retained+ssM	this paper	NA	*tim* cDNA was subcloned from pIZ-*tim*- retained+ssM into pUAST-attB vector
Sequence- based reagent	*tim* PP11542 (‘mRNA’) _F	ATGGACTGGTTACTAGCAACTCC		
Sequence- based reagent	*tim* PP11542 (‘mRNA’) _R	GGTCCTCATAGGTGAGCTTGT		
Sequence- based reagent	*per*_F	CGTCAATCC ATGGTCCCG		
Sequence- based reagent	*per*_R	CCTGAAAGACGCGATGGTG		
Sequence- based reagent	*clk*_F	GGATGCCAATGCCTACGAGT		
Sequence- based reagent	*clk*_R	ACCTACGAAAGTAGCCCACG		
Sequence- based reagent	*prp4*_F	CACAAGCAGCATCTTTGTATGG		
Sequence- based reagent	*prp4*_R	TGTGGAGTCCCACATTCTTG		
Sequence- based reagent	*tim-tiny*_retained_F	AAACGTGAGTTAAAGTCAACC		
Sequence- based reagent	*tim-tiny*_retained_R	GAGAGGCACACAGCATATC		
Sequence- based reagent	*tim-tiny*_spliced_F	CCGCTGGACAAACTCAACCTC		
Sequence- based reagent	*tim-tiny*_spliced_R	TCGGTATCGCCGAGATCCACG		
Sequence- based reagent	*tim-cold*_retained_F	GGCTCATGATCATTGCAGCAGC		
Sequence- based reagent	*tim-cold*_retained_R	ATAGTGGGGCACCCGGATCTC		
Sequence- based reagent	*tim-cold*_spliced_F	TTAAACAGCGACAATGTCTCTTTGG		
Sequence- based reagent	*tim-cold*_spliced_R	GAATTGGATCCTCAGTGATAGTGGG		
Sequence- based reagent	*tim*_non_spanning ('exon')_F	GAAGAACAACGATATTGTGGGAAAG		
Sequence- based reagent	*tim*_non_spanning ('exon')_R	AGTGGGAGTTGTCAGCAAAG		
Sequence- based reagent	*per*_retained_F	GAGGACCAGACACAGCACGG		
Sequence- based reagent	*per*_retained_R	CGGAGGCAATTGCTCACTCGT		
Sequence- based reagent	*per*_spliced_F	GAGGACCAGACACAGCACGG		
Sequence- based reagent	*per*_spliced_R	TCGCGTTGATTCGAAGAATCGTT		
Sequence- based reagent	*rp49*_F	GACGCTTCAAGGGACAGTATCTG		
Sequence- based reagent	*rp49*_R	AAACGCGGTTCTGCATGAG		
Sequence- based reagent	*tim_tiny*SSdonorT > A_F	CTGGACAAACGAGAGTTAAAGTCAACC		
Sequence- based reagent	*tim_tiny*SSdonorT > A_R	CGGTCCCAGCTTTTTGGC		
Commercial assay or kit	RNeasy Plus Mini Kit	Qiagen	Cat# 74134	
Commercial assay or kit	Superscript II Reverse Transcriptase	ThermoFischer	Cat# 18064014	
Commercial assay or kit	TRIzol Reagent	ThermoFischer	Cat# 15596026	
Commercial assay or kit	Q5 Site-Directed Mutagenesis Kit	NEB	Cat# E0554S	
Commercial assay or kit	Effectene Transfection Reagent	Qiagen	Cat# 301425	
Software, algorithm	Graphpad Prism v7	Graphpad Software	https://www.graphpad.com/	
Software, algorithm	JTK_CYCLE v3	Hughes et al., 2010	NA	
Software, algorithm	ImageJ	NIH	https://imagej.nih.gov/ij/	
Software, algorithm	ClockLab Software	Actimetrics (Wilmette, IL)	https://actimetrics.com/products/clocklab	

### Fly husbandry and stocks

Fly stocks and crosses were maintained at room temperature or at 18°C on standard cornmeal molasses medium. Stocks for RNAi overexpression were obtained from VRDC. *brr2^e03171^*, *prp8^2e1^*, *prp8^2e2^* mutants were obtained from the Bloomington stock center. *iso^31^*, *per^01^* and *Gal4* stocks were from the Sehgal lab stock collection. Transgenic lines for *tim* cDNA overexpression were generated by the site-specific PhiC31 Integration System (Rainbow Transgenics) using the attP on the 3^rd^ chromosome. The DNA for fly embryo injections contained *tim* cDNA constructs (Figure 5A) subcloned into pUASTattB vectors.

### Circadian behavior analysis

For free-running circadian analysis, male flies were entrained to 12 hr:12 hr light:dark (LD) cycles at 25°C for at least three complete cycles. Flies were loaded into TriKinetics Drosophila Activity Monitor (DAM) system (Trikinetics, Waltham, MA), released into constant darkness and recorded for at least 7 days. Circadian parameters (period and rhythm strength) were determined using Clocklab Software (Actimetrics, Wilmette, IL). Period length was determined with χ2 periodogram analysis. Rhythm strength was determined using Fast Fourier Transform (FFT) values. A fly was considered rhythmic if the FFT value was greater than 0.01.

For analysis of circadian behavior in LD, flies were stably entrained in LD at 25°C for 3 days and their behavior was recorded as described above for the next three subsequent days. The analysis of activity counts was performed using Insomniac3 Software (RP Metrix).

### Immunohistochemistry and confocal microscopy

Fly brains were dissected in 4% paraformaldehyde (PFA) in 1x phosphate-buffered saline (PBS), fixed in PFA for 20 min at room temperature (RT) and then additionally trimmed of the air sacs and other contaminating tissues in 1xPBST. Dissected brains from each time point were stored in 1xPBST at 4°C until all of the time points were collected (never for more than 8 hr). Once all dissections and fixations were completed, brains were washed in 1xPBST for 20 min at RT, blocked with 5% Donkey Serum (DS) in 1xPBST for 20 min at RT, and incubated with the primary antibodies diluted in 5% DS overnight with gentle shaking at 4°C. The primary antibodies included rat anti-TIM (UPR42, 1:1000), guinea pig anti-PER (UP1140, 1:1000), rabbit anti-PDF (HH74, 1:500) and mouse anti-LaminC (LC28.26 from Developmental Studies Hybridoma Bank, 1:500). After a 30 min wash in 1xPBST at RT, brains were incubated with secondary antibodies diluted in 5% DS at RT. Secondary antibodies were used at 1:500 dilution and included FITC donkey-anti-guinea pig (Rockland), Alexa555 donkey-anti-rabbit (Jackson Immuno), Alexa647 donkey-anti-mouse (Jackson Immuno). Samples were washed for 30 min in 1xPBST at RT, and mounted in VectaShield. Slides were imaged with a Leica SP5 confocal microscope using a 40x oil-immersion objective and a 0.5 μM step size. The signal was adjusted to be not saturated as determined by QLUT parameters. After this original adjustment, all the settings were kept constant for a given experimental set. ImageJ software was used for analysis.

### Western blot analysis

Western blot assays with fly heads were performed as previously described (Garbe et al., 2013). Briefly, 7–10 fly heads per genotype/condition were lysed in 1x Passive Lysis Buffer (Promega), supplemented with protease and phosphatase inhibitors. For S2 cell extracts, 48 hr after transfection, cells were collected and lysed in the same buffer as described for fly heads. The following primary antibodies were used: anti-PER (UP1140, 1:1000), anti-TIM (UPR42, 1:1000) and anti-HSP70 (Sigma, 1:5000).

### Plasmids and S2 cell culture

For cell culture expression, *tim* cDNA was subcloned into pIZ-V5 plasmids. Using standard restriction enzyme cloning technique, the *tim-tiny* intron was subcloned into pIZ-V5 vectors carrying intronless *tim* cDNA from the pBluescript-*tim* plasmid. Mutagenesis of the 5’ splice donor of *tim-tiny* intron site was performed with primers catalogued in the Key resources table using Q5 Site-Directed Mutagenesis Kit (NEB).

S2 cells were cultured in a standard Schneider medium (Invitrogen) supplemented with 10% FBS (Sigma). Transfection was done using an Effectene kit (Qiagen) according to the manufacturer’s protocol.

### Quantitative RT-PCR

Flies were collected on dry ice at indicated time points and stored at −80°C until all of the time points were collected (within 24 hr). Fly heads were then collected on dry ice and homogenized with TRIzol (ThermoFischer) on ice using standard protocols. Following the phase separation, the aqueous phase was transferred into a new tube, mixed with an equal volume of 70% ethanol and loaded directly onto the RNeasy mini kit columns (Qiagen). The rest of the RNA isolation was done according to the manufacturer’s protocol. On-column DNase digestion (Qiagen) for 15 min at RT was always included. cDNA was generated with Superscript II (Invitrogen), according to the manufacturer’s protocol. Quantitative RT-PCR reaction was performed in a ViiA7 Real-Time PCR system (Applied Biosystems) using SYBR Green Master Mix (Applied Biosystems) with gene specific primers. Relative gene expression was calculated using the ΔΔCt method with *rp49* as normalization control.

### RNA-Sequencing and data analysis

RNA extraction was performed as described in the ‘Quantitative RT-PCR’ section above. Tapestation (Agilent) was used to ensure that all of RNA samples were of high-quality (RIN >8). five samples per each genotype were selected and prepared with Lexogen’s SENSE mRNA-Seq library Prep Kit. Illumina Next-Generation Sequencing (NextSeq 500) with 300pb paired-end high output run (at ~50M reads per sample) was performed by the Genomics Facility at the Wistar Institute, Philadelphia, PA.

The RNA-seq reads were aligned to the Drosophila genome (dm6.BDGP6.v88) using STAR version 2.5.3a (Dobin et al., 2013). Normalization and quantification were performed with the PORT version 0.8.2a-beta pipeline (Grant, 2018) which first removes reads that map to ribosomal RNA sequences or mitochondrial DNA and then uses a read re-sampling strategy for normalization to minimize unwanted variance such as differences in sequencing depth among the samples. PORT normalization was performed before quantification, at the aligned read level. After normalization, the quantification of features (genes, exons, introns, junctions) was done with respect to the Ensemblv88 annotation. The differential expression analysis was performed using the R Bioconductor package limma-voom (Ritchie et al., 2015). General pathway enrichment analyses were performed using DAVID (https://david.ncifcrf.gov/). The top 743 differentially expressed genes upon *prp4* downregulation, corresponding to FDR ≤ 0.05, were used for pathway enrichment analysis. Differential splicing analysis for *prp4* knockdown samples (with respect to the control) was performed using CASH (Wu et al., 2018). Full transcript quantification was done using Cufflinks-2.2, and differential psi (percent spliced in) analysis was performed for various gene isoforms to identify alternate splicing events (Trapnell et al., 2013; Trapnell et al., 2010).

### Quantification and statistical analysis

The statistical parameters are included in the legends of each figure. JTK_CYCLEv3.1 was run in R for circadian statistical analyses. GraphPad Prism was used for all other statistical tests.

### Data deposition

The RNA-Seq data generated in this work are freely available at the Gene Expression Omnibus (GEO) standard repository (accession # GSE115163).

# Supplementary material for: Spliceosome factors target timeless (tim) mRNA to control clock protein accumulation and circadian behavior in Drosophila
**Source:** eLife. 2018 Dec 5;7:e39821. doi: 10.7554/eLife.39821
**Supplement:** Supplementary file 1.

Supplemental Table 1. DAVID pathway analysis of changes in gene expression upon *prp4* downregulation

| **Category** | **Term** | **Gene Count** | **% of genes in**  **the category** | **P-value** | **Q-value**  **(Benjamini)** |
| --- | --- | --- | --- | --- | --- |
| KEGG_PATHWAY | Protein export | 6 | 0.8 | 1.2E-2 | 7.0E-1 |
| KEGG_PATHWAY | Protein processing  in the endoplasmic reticulum | 16 | 2.2 | 1.6E-2 | 5.6E-1 |
| KEGG_PATHWAY | Drug metabolism –  other enzymes | 8 | 1.1 | 3.2E-2 | 6.5E-1 |
| KEGG_PATHWAY | Folate biosynthesis | 5 | 0.7 | 7.7E-2 | 8.6E-1 |
| KEGG_PATHWAY | Metabolic pathways | 69 | 9.3 | 9.7E-2 | 8.6E-1 |

How the deposited data were processed for this re-analysis (not part of the article)

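RNA from the heads of *GMR/+* controls, *GMR > prp4* RNAi and *GMR > prp8* RNAi flies was measured by RNA-Seq, with 5 libraries of each genotype and 15 libraries in all. Each library carries its own replicate number, from 1 to 15, and no paired analysis was possible because the labels link no library of one genotype to a library of another. The paper does not report results of the *GMR > prp8* RNAi libraries. The conditions were taken from the sample labels and were not inferred from the counts.

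The authors aligned the reads with STAR 2.5.3a, removed reads of ribosomal and mitochondrial RNA and resampled the aligned reads of each library to the same depth with PORT 0.8.2a-beta, using the Ensembl release 88 annotation. The authors deposited tables of counts of reads on genes, exons and splice junctions, in whole reads and without scaling. The exon counts of every library summed to 28597628. The gene counts of the 15 libraries summed to between 11753627 and 11979892, a ratio of 1.02 between the highest and the lowest. The depth limits the ratios of single junctions, some of which rest on fewer than 50 reads per library, and a fold change against libraries at or under 3 counts is given as a lower bound.

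Genes, exons, introns and isoforms were located in the Ensembl release 115 annotation. The table of junctions holds 1105894 junctions, of which 895515 have 1 read in all libraries together and 49267 are introns of that annotation. Junctions listed with one gene, 1083571 in number, were used in the tests of junction use. Introns studied by the paper were placed at the coordinates that the paper or its supplementary files give, and *tim-cold* and *dmip8* at introns of the annotation.

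Gene counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were normalized by TMM, and the quasi-likelihood test compared 5 libraries with 5. All 15 libraries were fitted together for the comparison of the knockdowns with each other. The Benjamini-Hochberg procedure adjusted p-values over the genes tested, with a threshold of 0.05. Differential use of junctions and exons was tested with diffSpliceDGE of edgeR, with Simes p-values per gene, on features with at least 10 counts in at least 5 libraries and genes with at least 2 such features. Ratios of junction reads were computed per library with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and compared by exact two-sided permutation tests of the difference in means. Fisher's exact test was used for the overlap of gene lists. Figures were drawn with matplotlib 3.10.9.

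The genes named were chosen by a rule set before the data were examined. The rule takes every gene that the paper names in connection with this experiment or its targets, the opsin genes and *w*. It adds the 5 highest and 5 lowest log2 fold changes of each comparison among genes past the threshold, with a mean count of at least 50 in one group and no overlap between the groups, and the 5 genes with the smallest p in each test of junction or exon use. *Arr2*, which lies within an intron of *Pex7*, falls outside the rule and was chosen after its values were seen.

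The pipeline was tested on simulated data, negative binomial counts with 200 features changed 2-fold. The edgeR gene test recovered 192 of the 200 genes with 8 false calls, limma-voom recovered 192 with 11 and DESeq2 recovered 191 with 19. The test of junction use recovered 116 of 200 with 6 false calls, and the test of exon use 167 with 20.

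The alternatives were limma-voom (limma 3.58.1, the test the paper used), DESeq2 1.42.0, normalization by library size only, other filters on low counts, all 15 libraries in one fit, an absolute log2 fold change of at least 1, gene-level F tests, limma diffSplice, other reference junctions for the ratios and each replicate left out in turn. The inverse of the *tim-tiny* ratio was fixed with the design. Added after the data had been seen were limma-voom on all genes with library size only, the introns of the annotation only, and the alternatives for the difference between the knockdowns. Counts that include reads of several genes, counts that include reads aligned to several places, and a division of the junctions into annotated and other junctions by the table itself were planned and not run, since the tables used here do not give them. Up to 100 other splits of the libraries were drawn for each count of genes. The CASH, Cufflinks and DAVID analyses of the paper start from aligned reads or gene annotations and were not repeated, and the qPCR, protein and behavioral experiments are not analysed here.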

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

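The tests of the library labelled *GMR > prp8* RNAi replicate 14 were chosen only after the results they bear on had been seen. The division of the controls and the counts over other splits of the libraries were set before.

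Each group of 5 libraries was searched for a library whose gap to the nearest of the others, divided by the range of the group, exceeded 0.71. Of 159 groups, 27 held such a library, where about 7.95 are expected by chance, and 22 of them were *GMR > prp8* RNAi groups. The library labelled replicate 14 accounted for 18. Its total gene count, 11979892, was the highest of its group (ratio of gap to range 0.71045). Its normalized count was above those of the other *GMR > prp8* RNAi libraries for *Prp8* (0.767), *vsg* (0.789), *w* (0.780), CG10264 (1.00), CG13891 (0.958), CG10407 (0.998), *TwdlE* (0.959), *Cpr72Ec* (0.871) and CG4302 (0.792). It was below them for *Rh2* (0.768), CG13840 (0.746), *sad* (0.724), *Acp1* (0.733), CG17267 (0.923), CG9505 (0.7503) and *Spn47C* (0.735), and the *Npc1a* inclusion share was also lower (0.793). For CG10407, the library had a normalized count of 1992 and the others had at most 13.7.

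A wrong label is a candidate explanation for this library. Fitted without it, the knockdowns differed at 218 genes with an absolute log2 fold change of at least 0.5, and on a scale from 0 for the mean of the other *GMR > prp8* RNAi libraries to 1 for the *GMR > prp4* RNAi mean, the median position of replicate 14 was 0.965 (quartiles 0.663 and 1.11). Placed in the same way, the other *GMR > prp8* RNAi libraries had median positions from -0.29 to -0.033 and the *GMR > prp4* RNAi libraries from 0.785 to 1.05. No library labelled *GMR > prp4* RNAi was thus placed among the *GMR > prp8* RNAi libraries, and none of those used here can be the partner in an exchange. Some values of replicate 14 lay outside those of *GMR > prp4* RNAi. It had 161 reads of CG7028, against 111 to 149 in *GMR > prp4* RNAi, and 948 of CG11796, against 1864 to 2749. It had 145 reads of CG42331, against 75 to 97, and a *trol* inclusion share of 0.367, against 0.486 to 0.595. CG13891 and CG10264 had at most 3 reads in any control or other *GMR > prp8* RNAi library. Replicate 14 had 72 and 132 reads of them. Their normalized counts together were 101% of the *GMR > prp4* RNAi mean, where single *GMR > prp4* RNAi libraries lay between 86.4% and 113%. A mixture of both knockdowns would place many genes between the groups, and 22.5% of the genes lay between positions 0.25 and 0.75, within the 13.3% to 31.5% of the *GMR > prp4* RNAi libraries. The same library deposited under both labels was also considered. The smallest chi-square per gene between replicate 14 and a *GMR > prp4* RNAi library was 9.59, and pairs of *GMR > prp4* RNAi libraries had values from 8.15 to 55.8, so it differed from each of them by more than the closest of those pairs differed. Its total of 11979892 lies above those of its group, but within 1.02 times the lowest total of all libraries. A difference of that size does not account for 132 reads of CG10264 against 0, nor for the genes with lower normalized counts, and depth was dropped as an explanation. A biological difference between the flies of this library and those of the others was not tested. The label was kept as it is, and the *GMR > prp8* RNAi results are given with this library included unless stated.

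The other 9 libraries far from their groups are close in number to the 7.95 that chance gives over all groups. They were *ninaE* in control replicate 4 (0.842, lower), CG10407 in control replicate 1 (0.787, higher), CG3397 in control replicate 5 (0.733, lower), *Pex7* in *GMR > prp4* RNAi replicate 8 (0.713, lower), CG10407 in *GMR > prp4* RNAi replicate 6 (0.832, higher), the *Npc1a* count in *GMR > prp8* RNAi replicate 15 (0.723, higher), CG42331 in replicate 13 (0.720, higher), the *vsg* junction ratio in replicate 13 (0.722, higher) and the percent of junction reads outside the annotation in replicate 12 (0.759, higher). No biological explanation was tested for them.

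The paper does not report the *GMR > prp8* RNAi libraries. Of 9019 genes, 427 were differentially expressed against *GMR/+*, 213 higher and 214 lower, and 1869 had an unadjusted p under 0.05. Among 100 splits of these 10 libraries, 1, the real one, gave as many genes, and the highest of the others gave 1 gene. Without replicate 14 the number was 522, of which 371 were among the 427. *w* was highest, with a log2 fold change of 3.30, followed by CG17267 with 3.01, CG17005 with 2.45, *Arc1* with 1.91 and *Acp65Aa* with 1.44. Bias from gene length or from the genes with the most counts was tested for *GMR > prp4* RNAi and not for *GMR > prp8* RNAi. CG3397 was lowest with -4.31, followed by *Cpr72Ec* with -2.52, *Dop1R1* with -1.66, *Tsp42Eo* with -1.50 and *Ccp84Ag* with -1.46. *Cpr72Ec* had 1013 reads in replicate 14 and 43 to 163 in the other *GMR > prp8* RNAi libraries. CG17267 had 20 reads in replicate 14 and 100 to 107 in the others. The log2 fold changes of both genes therefore depend on that library.

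Both knockdowns changed 197 genes in the same direction, 84 higher and 113 lower, and 3 in opposite directions, where 40.9 genes past both thresholds are expected by chance (odds ratio 10.5, Fisher's exact test p = 1.93e-95, over 8967 genes, which are not independent replicates). The real split was the 1 of 100 with as many genes, and the highest of the others had 0. These splits regrouped all 15 libraries and so broke up both comparisons with the controls. They cannot show whether lists of this size share more genes than shared controls would give. Shared controls make such an overlap larger. With the controls divided between the comparisons, the median of 10 divisions was 41 genes in the same direction, with a range from 34 to 52 and 5.59 expected by chance. Division also leaves fewer controls in each comparison, and the genes past the threshold fell to medians of 266.5 and 210.5, while the odds ratio was 11.0. How much of the drop to 41 comes from the shared controls was therefore not separated from the loss of power. Without replicate 14, 187 genes changed in the same direction and 21 in opposite directions. An effect common to both knockdowns, transgene markers such as *w* carried by both, and a genetic background that both GD lines share may remain as explanations of the 41 genes. They were not told apart.

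Tested against each other, the knockdowns differed at 215 of 9115 genes, 125 higher and 90 lower in *GMR > prp4* RNAi. Of 100 splits, 1, the real one, gave as many, and the next gave 212 genes. In 3 of the drawn splits, replicate 14 was exchanged for a *GMR > prp4* RNAi library, and these gave 143 to 212 genes, whereas 13 splits that exchanged another *GMR > prp8* RNAi library gave 0 to 52. Without replicate 14 the knockdowns differed at 579 genes.

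Junction use differed from *GMR/+* in 13 of 4464 genes in *GMR > prp8* RNAi, and exon use in 45 of 7491 genes. The real split was the 1 of 100 with as many genes for junctions, with 9 the highest of the others, and the 1 of 50 for exons, with 16 the highest of the others. Without replicate 14, 26 genes differed in junction use and 46 in exon use in *GMR > prp8* RNAi. With all libraries, 4 genes differed in junction use in both knockdowns and 15 in exon use. The log2 ratio of *tim-tiny* reads per *ctrl* read was -0.44 in *GMR > prp8* RNAi, from 0.263 ± 0.0216 (SD, n = 5) against 0.358 in the controls (exact two-sided permutation p = 0.00794, the smallest possible, adjusted p = 0.0317). All 5 libraries were lower than each control library. This ratio rests on 90 to 108 *tim-tiny* reads per library, and whether it differs between the knockdowns was not tested.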

How the results depend on the processing

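Log2 values and counts are given for each alternative, and the cause of a change was not tested except where stated. The numbers of differentially expressed genes stayed within 1.5 times the main values under limma-voom, normalization by library size and the filters of at least 1 count or at least 10 counts in every library, in all 3 comparisons. DESeq2 stayed within them in the comparisons with the controls, with 953 genes in *GMR > prp4* RNAi and 624 in *GMR > prp8* RNAi, and gave 373 in the difference between the knockdowns. An absolute log2 fold change of at least 1 left 80 genes in *GMR > prp4* RNAi, 66 in *GMR > prp8* RNAi, 39 in the difference and 23 changed in both. Chosen after the data were seen, limma-voom on all genes with library size only gave 257 genes in *GMR > prp8* RNAi, and a fit of the 10 knockdown libraries alone gave 84 genes in the difference. Dividing the controls left 41 genes changed in both.

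Across the fits that each left out one replicate, the genes ranged from 563 to 916 in *GMR > prp4* RNAi, 214 to 545 in *GMR > prp8* RNAi, 75 to 579 in the difference and 97 to 232 changed in both. The calls past the threshold in every one of these fits numbered 469 of 868 and 185 of 427. The log2 fold change of CG7028 ranged from -0.28 to -0.19 (adjusted p from 0.0417 to 0.197), and passed 0.05 in 1 of 10 fits.

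A gene-level F test gave 48 and 22 genes for junction use in *GMR > prp4* RNAi and *GMR > prp8* RNAi and 173 and 102 for exon use. limma diffSplice gave 26 for junction use in *GMR > prp8* RNAi and 117 for exon use in *GMR > prp4* RNAi. At least 50 counts gave 13 and 5 genes for junction use and 28 for exon use in *GMR > prp8* RNAi, and a total of at least 10 counts gave 32 for junction use in *GMR > prp8* RNAi. With one replicate left out, junction use ranged from 18 to 23 genes in *GMR > prp4* RNAi and from 6 to 26 in *GMR > prp8* RNAi, and exon use from 41 to 85 and from 26 to 46.

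The *tim-tiny* ratio kept its direction under each alternative run, and the ratios of the exon that spans the intron rose. It did not pass 0.05 with the next shared junction downstream in *GMR > prp4* RNAi (log2 ratio -0.33). edgeR's junction-level test gave -0.29 in *GMR > prp4* RNAi and -0.28 in *GMR > prp8* RNAi, with unadjusted p of 0.00245 and 0.00290 and adjusted p over all junctions tested of 0.540 and 0.677, so that it passed 0.05 only before adjustment. The retained to spliced ratio in controls moved to 2.96 and 3.05 with the other shared junctions and with the downstream junction. With one replicate left out, the log2 ratio of *dmip8* ranged from -1.30 to -0.64 and passed 0.05 in 1 fit, and that of junction reads per gene read ranged from -0.024 to -0.015 and passed 0.05 in 2 fits. The depth limits *dmip8* and *vsg*, whose junctions had fewer than 10 reads on average in the controls.

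Reversals were found in genes with small or uneven changes. *TwdlE* in *GMR > prp8* RNAi had -0.062 with limma-voom and -0.051 with limma-voom on all genes. Library size alone gave 0.0099 for *Osi7* in *GMR > prp8* RNAi and -0.015 for *Rh4* in the difference. With one replicate left out, log2 fold changes in *GMR > prp4* RNAi ranged from -0.0071 to 0.13 for *vsg* and from -0.037 to 0.010 for *ninaE*. In *GMR > prp8* RNAi they ranged from -0.070 to 0.015 for *trol*, -0.044 to 0.011 for *Npc1a*, -0.93 to 1.52 for *TwdlE*, -0.29 to 0.13 for *sad*, -0.19 to 0.24 for *Acp1*, -0.13 to 0.23 for *Osi7*, -0.33 to 0.025 for CG11796 and -0.029 to 0.14 for CG4302. The lowest value of *TwdlE* and the highest of *sad*, *Acp1* and *Osi7* came without replicate 14. In the difference they ranged from -0.054 to 0.036 for *Prp31*, -0.041 to 0.012 for *l(3)72Ab*, -0.044 to 0.0031 for *Npc1a*, -0.10 to 0.029 for *vsg*, -0.00059 to 0.041 for *Rh4* and -0.32 to 0.021 for *Ccp84Ag*.

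Among 3095 values of single genes and of higher and lower counts, 2854 kept their direction and their side of the threshold, 138 became weaker, 36 stronger, 33 moved and 34 reversed. Alternatives that count reads of several genes, count reads aligned to several places, or use the table's own list of annotated junctions were not run.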

Differences from the paper's values

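The paper lists 45 differentially spliced genes from CASH, whereas the test of junction use gave 25 genes. Of the alternatives set before the data were examined, a gene-level F test (48 genes), limma diffSplice (36) and a total of at least 10 counts (34) came within 1.5 times the paper's number, and a minimum of 50 counts (13), all 15 libraries in one fit (24) and leaving out each replicate (18 to 23) did not. The test of exon use gave 72 genes against the paper's 45. A minimum of 50 counts gave 58 and 9 of the 10 fits that left out one replicate gave 41 to 66, all within 1.5 times the paper's number. The F test (173), limma diffSplice (117), a total of at least 10 counts (75), all 15 libraries in one fit (68) and the fit without replicate 1 (85) did not.

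Fig. 4C of the paper shows about 2.8 in *GMR/+* and about 4.1 in *GMR > prp4* RNAi, read by eye, for *tim-tiny* reads normalized to *ctrl* reads. The junction counts gave 0.358 and 0.252 *tim-tiny* reads per *ctrl* read. The inverse, *ctrl* reads per *tim-tiny* read, which was fixed with the design before the data were examined, gave 2.83 and 4.08. The paper states that *tim-tiny* reads normalized to *ctrl* reads were higher in the knockdown. Here they were lower, and the inverse was higher.

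In the paper, more genes were lower than higher upon *prp4* knockdown, and here 448 were higher and 420 lower. With normalization by library size only, set before the data were examined, 365 were higher and 512 lower. All 15 libraries in one fit gave 409 higher and 414 lower, and the fit without replicate 5 gave 415 and 501. More genes were higher with limma-voom (432 and 397), DESeq2 (493 and 460) and both filters on low counts (403 and 400, 424 and 396). The same held for an absolute log2 fold change of at least 1 (45 and 35). limma-voom on all genes with library size only, which was chosen after seeing the values, gave 320 higher and 434 lower.

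*tim* is named by the paper as differentially spliced, and here its adjusted p from edgeR was 1.00 for junction use and 1.00 for exon use. None of the settings run in *GMR > prp4* RNAi called it, and the lowest adjusted p was 0.129 with limma diffSplice on junctions. *vsg*, also named by the paper, was not called under any setting in *GMR > prp4* RNAi, and no difference in its junction ratio was detectable at this depth (exact two-sided permutation p = 0.563). That junction had 8.4 reads on average in the controls, where CASH lists 2002 reads that skip the intron. The ratio therefore cannot test the paper's *vsg* event. The paper's *Pex7* events lie within *Arr2*, and 0 junctions of the table have their ends, so no value was obtained.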

Other observations

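Chosen only after the results were seen were the tests of library size, of neighboring genes, of the exons of *klar* and CG32795, of the *Pex7* events and of the exon totals; the other tests were set before.

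Of 100 splits of the control and *GMR > prp4* RNAi libraries, 1, the real one, gave 868 differentially expressed genes or more, and the highest of the others gave 14. Technical explanations were tested for these genes. Library depth differed little, with a ratio of 0.999 between the median totals of *GMR > prp4* RNAi and *GMR/+*. With the 100 genes with the most counts removed before normalization, 859 genes were past the threshold. Across 8827 of 9012 genes, which are not independent replicates, Spearman's rho of the log2 fold change with exonic length was 0.182, under the 0.2 set as the limit for a length bias. Loss of transcripts with introns was also tested, and the median log2 fold change of genes with an intron was 0.031 above that of genes without one, where a loss would put it below. Genetic background linked to the RNAi insertions, or neighboring genes regulated together, would place changed genes near each other. Within 50 kb, 62.8% of the changed genes had another changed gene, against a median of 61.9% and a 95th percentile of 64.9% in random draws, and the share of draws as high was 0.316. For *GMR > prp8* RNAi the percentage was 44.7%, against a median of 39.3% and a 95th percentile of 44.3%, and the share of draws as high was 0.0354. With a median this high in random draws, the test cannot detect an effect at a few loci. CG10264 on 3R from 16043196 to 16045134 and CG10407 from 16044445 to 16046432 overlap and are among the genes with the highest log2 fold changes, and an effect linked to an insertion is a candidate explanation for this pair, which was not tested. An effect of *prp4* knockdown remains a hypothesis for the 868 genes, and a difference between the stocks in genetic background could also give them.

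Reads from the RNAi hairpin could hide a lower count of a targeted gene. No exon of CG7028 or *Prp8* passed the threshold for a rise relative to the other exons of its gene in its own knockdown, and the smallest adjusted p of a rise, over all exons tested, was 1.00. The *Prp8* exon on 2R from 12158586 to 12159211 had a relative log2 change of 0.35, which passed 0.05 before adjustment. An exon that overlaps it, from 12158570 to 12159272, had 0.24, and the CG7028 exon on 3L from 208372 to 208908 had 0.29, neither of which did. A small contribution of hairpin reads is not excluded. *Prp8* differed between the knockdowns by a log2 fold change of 0.21 (adjusted p = 0.0492 from edgeR). Under 6 other settings the adjusted p of this difference lay between 0.0123 and 0.119.

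*tim* had a log2 fold change of 0.22 (adjusted p = 0.0145 from edgeR) in *GMR > prp4* RNAi and 0.11 (adjusted p = 0.317) in *GMR > prp8* RNAi. *per* had -0.05 (adjusted p = 0.7504) and 0.20 (adjusted p = 0.0315), and the difference between the knockdowns was -0.24 (adjusted p = 0.0377). *Clk* had 0.39 (adjusted p = 0.0291) in *GMR > prp4* RNAi and 0.11 (adjusted p = 0.626) in *GMR > prp8* RNAi. *Prp3* had 0.21 (adjusted p = 0.0370) and 0.30 (adjusted p = 0.00969). With each replicate left out in turn, *tim* in *GMR > prp4* RNAi kept an adjusted p of at most 0.0475 from edgeR. In the same knockdown, *Clk* did not pass 0.05 in 6 of 10 fits, and *Prp3* in 7 of 10. In *GMR > prp8* RNAi, *per* did not pass in 6 of 10 fits. Spliced reads of *tim-cold*, an intron of 858 bp on 2L from 3494622 to 3495479, per read of the neighboring junction were 0.325 ± 0.0163 (SD, n = 5) in *GMR/+*, 0.276 ± 0.0238 (SD, n = 5) in *GMR > prp4* RNAi (exact two-sided permutation p = 0.00794) and 0.331 ± 0.0397 (SD, n = 5) in *GMR > prp8* RNAi (exact two-sided permutation p = 0.746). Per read of *dmip8*'s neighbor, *GMR > prp8* RNAi had 0.174 ± 0.0725 (SD, n = 5) *dmip8* reads (exact two-sided permutation p = 0.738).

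Of 6 opsin genes, 4 were lower in *GMR > prp4* RNAi under each normalization run, with log2 fold changes of -0.87 for *Rh2*, -0.73 for *Rh3*, -0.81 for *Rh4* and -0.32 for *Rh5* (largest adjusted p = 0.00123 from edgeR). *ninaE*, with -0.0047 (adjusted p = 0.982), and *Rh6* did not pass the threshold. In *GMR > prp8* RNAi, *Rh4* had -0.83 and *Rh5* -0.40, and *Rh2* differed between the knockdowns by -1.15 (adjusted p = 0.00348). Against the controls, *Rh2* had 0.27 in *GMR > prp8* RNAi (adjusted p = 0.473 from edgeR). With each replicate left out in turn, this value ranged from 0.19 to 0.46 and passed 0.05 in 1 of 10 fits. The highest value came without replicate 14. Fewer photoreceptor cells were tested as an explanation. The median log2 fold change of 22 phototransduction genes other than opsins was -0.043, at percentile 3.86 of 10000 expression-matched lists, and 3 of them passed the threshold, 1 of these lower. The 5th percentile of the lists was -0.041, so a small loss of photoreceptor cells is not excluded. A loss over all such cells that gave the 4 opsins -0.32 to -0.87 would also lower *ninaE* and the 22 genes. Their values in *GMR > prp4* RNAi, -0.0047 and a median of -0.043, argue against it for these opsins. A loss of only some photoreceptor cells was not tested. In *GMR > prp8* RNAi the median of the 22 genes was -0.11 and *ninaE* had -0.16 (adjusted p = 0.229 from edgeR).

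For exon use in *GMR > prp4* RNAi, 1 of 50 splits, the real one, gave as many genes, and the highest of the others gave 33. For junction use 2 of 100 did, the real one among them, and the other one gave 47 genes. That split sets replicates 1, 2, 8, 9 and 10 against 3, 4, 5, 6 and 7, and no batch is given in the labels that it would follow. Within *GMR > prp4* RNAi, the chi-square per gene was 9.40 between replicates 9 and 10. Between either of them and replicates 6, 7 and 8 it was 26.3 to 55.8. The split follows this difference only in part, since it sets replicate 8 with 9 and 10. It also sets control replicate 1 with them, which had 24.4 with replicate 9 and 25.7 with replicate 10. Control replicate 2, on the same side, had 37.1 and 32.9. A difference between libraries that crosses the genotypes is not excluded. Reads of overlapping genes were tested as an explanation for exon use. Of the genes past the threshold, 38.9% had a most changed exon that overlaps another gene, against 32.9% of the other genes (Fisher's exact test p = 0.314), so the overlap is no general explanation. Of the 72 genes past the threshold, 7 had a most changed exon that overlaps a gene past its own threshold in the exon's direction. For the exons of *klar* and CG32795, 2 of 2 overlapped a gene whose own count rose, CG13891 and *w*, and reads of those genes are a candidate explanation for both. The *klar* exon has the same ends as CG13891 in the gene counts, so its reads cannot be told apart from those of CG13891. For *Pex7*, 3 of 3 events of the paper lie within *Arr2*, and reads of *Arr2*, which averaged 286337 in *GMR/+* and 275526 in *GMR > prp4* RNAi, are a candidate explanation for them.

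The use of splice sites outside the annotation would raise the share of junction reads there. It was lower in *GMR > prp4* RNAi (exact two-sided permutation p = 0.0159). The resampling by the authors set the exon count total to 28597628 in every library, and a change in splicing over all genes together cannot be told apart from that resampling in the junction reads per gene read.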
